# A comparative transcriptomic analysis of Glucagon-like peptide-1 receptor- and Glucose-dependent insulinotropic polypeptide receptor-expressing cells in the hypothalamus

**DOI:** 10.1016/j.appet.2022.106022

**Published:** 2022-04-14

**Authors:** Christopher Smith, Ryan Patterson-Cross, Orla Woodward, Jo Lewis, Davide Chiarugi, Florian Merkle, Fiona Gribble, Frank Reimann, Alice Adriaenssens

**Keywords:** Gut-brain axis, hypothalamus, transcriptomics, feeding, appetite, Glucagon-like peptide-1, Glucose-dependent insulinotropic polypeptide

## Abstract

**Objective:**

The hypothalamus is a key region of the brain implicated in homeostatic regulation, and is an integral centre for the control of feeding behaviour. Glucagon-like peptide-1 (GLP-1) and glucose-dependent insulinotropic polypeptide (GIP) are incretin hormones with potent glucoregulatory function through engagement of their respective cognate receptors, GLP-1R and GIPR. Recent evidence indicates that there is a synergistic effect of combining GIP- and GLP-1-based pharmacology on appetite and body weight. The mechanisms underlying the enhanced weight loss exhibited by GIPR/GLP-1R co-agonism are unknown. *Gipr* and *Glp1r* are expressed in the hypothalamus in both rodents and human. To better understand incretin receptor-expressing cell populations, we compared the cell types and expression profiles of *Gipr*- and *Glp1r*- expressing hypothalamic cells using single-cell RNA sequencing.

**Methods:**

Using *Glp1r*-Cre or *Gipr*-Cre transgenic mouse lines, fluorescent reporters were introduced into either *Glp1r*- or *Gipr*-expressing cells, respectively, upon crossing with a *ROSA26*-EYFP reporter strain. From the hypothalami of these mice, fluorescent *Glp1r*^EYFP+^ or *Gipr*^EYFP+^ cells were FACS purified and sequenced using single-cell RNA sequencing. Transcriptomic analysis provided a survey of both non-neuronal and neuronal cells, and comparisons between *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ populations were made.

**Results:**

A total of 14,091 *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ cells were isolated, sequenced and taken forward for bioinformatic analysis. Both *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ hypothalamic populations were transcriptomically highly heterogeneous, representing vascular cell types, oligodendrocytes, astrocytes, microglia, and neurons. The majority of *Gipr*^EYFP+^ cells were non-neuronal, whereas the *Glp1r*^EYFP+^ population was evenly split between neuronal and non-neuronal cell types. Both *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ oligodendrocytes express markers for mature, myelin-forming oligodendrocytes. While mural cells are represented in both *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ populations, *Glp1r*^EYFP+^ mural cells are largely smooth muscle cells, while the majority of *Gipr*^EYFP+^ mural cells are pericytes. The co-expression of regional markers indicate that clusters of *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ neurons have been isolated from the arcuate, ventromedial, lateral, tuberal, suprachiasmatic, and premammillary nuclei of the hypothalamus.

**Conclusions:**

We have provided a detailed comparison of *Glp1r* and *Gipr* cells of the hypothalamus with single-cell resolution. This resource will provide mechanistic insight into how engaging *Gipr* and *Glp1r* cells of the hypothalamus may result in changes in feeding behaviour and energy balance.

## 1 Introduction

The hypothalamus is a key region of the brain implicated in homeostatic regulation, and is integral to the tight control of an organism’s energy balance. Studies in preclinical models have identified key circuits within the hypothalamus that integrate nutritive and metabolic cues from the periphery with neural networks that regulate appetite, feeding behaviour, and energy expenditure (Yeo & Heisler, 2012). This circuitry lies within discrete nuclei of the hypothalamus that are critical for maintaining energy homeostasis (Gao & Horvath, 2007). In addition to neuronal cells within these nuclei, it is becoming increasingly apparent that non-neuronal cells share in the task of integrating information regarding an organism’s metabolic state (Butiaeva et al., 2021; Djogo et al., 2016; Kohnke et al., 2021; Reiner et al., 2016). With increasing genetic evidence indicating that obesity is driven by aberrations in signalling pathways of the central nervous system (CNS), cell surface receptors and protein effectors involved in signalling cascades acting through different cell types located within these hypothalamic nuclei may represent promising targets for the development of therapeutics (Locke et al., 2015).

Glucagon-like peptide-1 (GLP-1) and glucose-dependent insulinotropic polypeptide (GIP) are incretin hormones with potent stimulatory effects on postprandial insulin release (Drucker, 2018). GLP-1 receptor (GLP-1R) agonism is an established therapeutic strategy for treating and managing type 2 diabetes (T2D). In addition to bringing glucoregulatory benefit, the GLP-1 receptor (GLP-1R) agonist (GLP1-RA) drug class has recently been licensed for the treatment of obesity, owing to the anorexigenic properties of GLP-1R engagement in the CNS (Gabery et al., 2020; Secher et al., 2014; Wilding et al., 2021). Central mechanisms underlying the effect of GLP-1R agonism on body weight and feeding are thought to involve recruitment of pathways triggering malaise and emesis in the dorsal vagal complex and parabrachial nucleus, reducing the reward value of food through engaging the mesolimbic reward system, as well as further suppressing appetite through activating hypothalamic nuclei (Alhadeff et al., 2014; Alhadeff et al., 2012; Borner et al., 2021; Richard et al., 2014; Secher et al., 2014).

The next generation of therapeutics for the treatment of metabolic disease includes multifunctional GLP-1RA-based drugs designed with the aim to simultaneously target multiple signalling pathways to improve the therapeutic index. The GIP receptor (GIPR) signalling axis has proven to be an effective co-target, with both GIPR agonists and antagonists demonstrating enhanced weight loss or prevention of weight gain when combined with GLP-1R agonism in preclinical models (Coskun et al., 2018; Lu et al., 2021). The advancement of GIPR/GLP-1R dual agonists to late-stage clinical trials has further highlighted the therapeutic potential of GIPR agonism, with dual incretin receptor agonists demonstrating enhanced glycaemic control and weight loss in patients with T2D (Frias et al., 2018). The mechanisms underlying the enhanced weight loss exhibited by GIPR/GLP-1R co-agonism are yet to be fully characterised. Recent reports have highlighted the ability of GIPR agonism to attenuate nausea, emesis, and aversion associated with GLP-1RA treatment (Borner et al., 2021; Costa et al., 2022). In preclinical models GIPR / GLP-1R co-agonism has synergistic effects on appetite suppression (Coskun et al., 2018), suggesting a central mechanism of action regulating appetite and feeding behaviour.

*Gipr* and *Glp1r* are expressed in cell populations in the hypothalamus in both rodents and humans (Adriaenssens et al., 2019). In rodents, central expression of *Gipr* is necessary for the ability of GIPR/GLP-1R dual agonism to reduce body weight beyond that achieved by GLP-1R agonism alone, and chemogenetic activation of hypothalamic *Gipr* neurons acutely suppresses food intake (Adriaenssens et al., 2019; Zhang et al., 2021). Similarly, *Glp1r* expression in neurons of the CNS is necessary for GLP-1RA-mediated anorexia and body weight loss (Sisley et al., 2014). Blockade of GLP-1R in the arcuate nucleus of the hypothalamus attenuates the ability of a long-acting GLP-1RA to suppress food intake and body weight (Secher et al., 2014). Collectively these data demonstrate the potential importance of hypothalamic *Gipr*– and *Glp1r*–expressing cell populations to the regulation of pathways that control feeding and energy balance.

Recent advances in single-cell transcriptomics have enhanced our understanding of the heterogeneity of brain cells acting within molecularly-defined neurocircuits as well as non-neuronal cells that contribute to brain tissue maintenance and function. In this report, to better characterise hypothalamic *Gipr* and *Glp1r* populations and understand their relative similarities and differences, we used a transgenic approach combined with fluorescence activated cell sorting (FACS) to purify *Gipr*- and *Glp1r*- expressing hypothalamic cells and perform single-cell RNA sequencing (scRNAseq). Through downstream bioinformatic analysis, we have detailed and compared the composition and expression profiles of *Gipr*- and *Glp1r*- expressing hypothalamic cell populations, providing an in-depth analysis of both non-neuronal and neuronal cell types expressing these incretin receptors.

## 2 Methods

### 2.1 Animals

All animal procedures were approved by the University of Cambridge Animal Welfare and Ethical Review Body and conformed to the Animals (Scientific Procedures) Act 1986 Amendment Regulations (SI 2012/3039). The work was performed under the UK Home Office Project License PE50F6065. All mice were group-housed and maintained under SPF health/immune status in individually ventilated cages with standard bedding and enrichment unless otherwise stated. Mice were housed in a temperature (22°C) and humidity-controlled room on a 12 h light/dark cycle (lights on 7:00, lights out 19:00) with ad libitum access to water and standard laboratory chow diet (13.3% calories from fat, 22.4 % calories from protein, 64.3% calories from carbohydrate, 3.5 kcal/g; Scientific Animal Food Engineering).

*Gipr*-Cre (Adriaenssens et al., 2019) or *Glp1r*-Cre (Richards et al., 2014) mice were crossed with a *ROSA26*-EYFP reporter strain to enable fluorescent detection of cells expressing *Gipr* or *Glp1r*, producing *Gipr*^EYFP^ or *Glp1r*^EYFP^ mice, respectively. Cre lines and reporter strains were on a mixed C57B6J/N genetic background.

### 2.2 Flow Cytometry

Single cell suspensions were prepared from hypothalamic tissue pooled from two to six *Gipr*^EYFP^ or *Glp1r*^EYFP^ mice that were four to six weeks old as described previously (Adriaenssens et al., 2019). Both male and female mice were used. Briefly, mice were sacrificed by cervical dislocation, and tissue from the hypothalamus located ventrally caudal of the optical nerve chiasm (^~^Bregma -0.3 to -2.92 mm) was dissected into Hibernate-A medium without calcium (BrainBits). The tissue was digested with 20 U/ml Papain (Worthington) for 30 min at 37°C, followed by trituration in Hibernate-A medium (Thermo Fisher Scientific) containing 0.005% (w/v) DNase 1 (Worthington). The cell suspension was filtered through a 40 μm cell strainer into a fresh tube.

Fluorescence-activated cell sorting was performed using a BD Influx Cell Sorter (BD Biosciences, Franklin Lakes, NJ, USA) to isolate *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ cells prepared from *Gipr*^EYFP^ or *Glp1r*^EYFP^ mice, respectively. Cells were gated according to cell size (FSC), cell granularity (SSC), FSC pulse-width for singlets, fluorescence at 488 nm/532 nm for EYFP and 647/670 nm for nuclear stain with DraQ5 (Biostatus).

### 2.3 Single Cell RNA Sequencing

Single cell cDNA libraries from purified *Gipr*^EYFP+^ or *Glp1r*^EYFP+^ cells were generated using the 10× Genomics Chromium Instrument and single-cell 3’ Reagent kit(V2 or V3 ; 10X Genomics). Pooled libraries were sequenced on an Illumina NovaSeq 6000 instrument (28-bp first read, 91-bp second read). Library preparation and sequencing was performed by the Genomics Core, Cancer Research UK Cambridge Institute. For downstream analysis, previously published sequencing data from hypothalamic *Gipr*^EYFP+^ cells (Adriaenssens et al., 2019) were included to increase the *Gipr*^EYFP+^ sample size.

Sequencing reads were aligned to an amended annotation of the mouse genome (GRCm39). The 3’ untranslated regions (UTRs) of *Glp1r*, *Ghsr*, *Prokr2* and *Prlhr* were compared against PolyA_DB v3 (Wang et al., 2018), and extended where necessary to include the furthermost 3’ UTRs in keeping with previous studies (Ludwig et al., 2021; Zhang et al., 2021). Downstream analyses on the unfiltered count matrices were performed using the Seurat v4 R package (Hao et al., 2021). Each sample was analysed individually prior to integration. Cells were filtered from the analysis if they expressed fewer than 500 unique genes or their total number of reads originating from mitochondrial genes was greater than 20%. There were a total of 14,091 cells in the filtered dataset, consisting of 1,614 and 1,210 from the two female *Gipr*^EYFP^ datasets, 8,527 from the male *Gipr*^EYFP^ dataset, and 2,740 from the male *Glp1r*^EYFP^ dataset.

Dimensionality reduction was performed on SCTransform (SCT)-normalised data, regressed for percentage of mitochondrial reads, percentage of ribosomal reads, and percentage of *Xist* reads. Uniform manifold approximation and projection (UMAP) were generated using the top 30 principle components from principle component analysis (PCA), run on variable features detected by SCT. Clustering was performed using the Louvain algorithm with resolution 0.8-1.0, and the k-parameter (k=15-30) for neighbour detection was reduced to the point where the smallest cluster visible was detected. Gene markers for each cluster were cross referenced against other bulk and single cell RNA sequencing databases RNAseq and in situ hybridisation (ISH) databases to assign cell type identities for each cluster (Campbell et al., 2017; Chen et al., 2017; Marques et al., 2016; Lein et al., 2007; Mickelsen et al., 2019; Mickelsen et al., 2020; Moffitt et al., 2018; He et al., 2016; Zeisel et al., 2018).

For individual cell type analysis, cells were filtered based on gene counts. Cells were selected using the following logic expressions: for vascular cells: (*Pdgfra* > 1 | *Pdgfrb* > 2 | *Cldn5* > 1 | *Tagln* > 3) & (*Mbp* < 1 | *Snap25* < 1); for oligodendrocytes, (*Olig1* > 2 | *Sox10* > 1 | *Mog* > 2) & (*Aqp4* < 1); for neurons, (*Syt1* > 1 | *Snap25* > 2) & (*Mustn1* < 5 | *Acta2* < 300 | *Mal* < 5). Vascular cells were further subdivided into pericytes, smooth muscle cells (SMCs), endothelial cells (ECs), and vascular leptomeningal cells (VLMCs) based on the expression of known markers from previous studies (*Kcnj8*, *Acta2*, *Cldn5*, and *Lum*, respectively) (Campbell et al., 2017; He et al., 2016; Zeisel et al., 2018). Filtered cells were re-analysed for dimensionality reduction per individual cell type, as described above.

Where differential expression analysis was performed, marker genes were identified for all clusters using a negative binomial regression model, implemented by Seurat’s FindAllMarkers function. Datasets were integrated using canonical correlation analysis (CCA), approximate nearest neighbours (ANN), and n = 2,000 integration features.

## 3 Results

### 3.1 Gipr and Glp1r expressing populations of the hypothalamus are heterogeneous

While multiple reports have used scRNAseq to survey and characterise neurons within the hypothalamus, *Gipr+* and *Glp1r+* populations represented in these studies are low in number, likely owing to difficulties in detecting lowly expressed transcripts at the sequencing depth afforded by single-cell and single-nucleus sequencing approaches. We therefore used *Gipr*-Cre and *Glp1r*-Cre transgenic mice crossed with a *ROSA26*-EYFP reporter strain to produce *Gipr*^EYFP^ and *Glp1r*^EYFP^ mice, allowing for the purification and enrichment of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ cells based on EYFP expression for detailed transcriptomic characterisation of these hypothalamic cell types.

Single-cell preparations isolated from hypothalamic samples of *Gipr*^EYFP^ or *Glp1r*^EYFP^ mice were FACS purified and encapsulated to create sequencing libraries for *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ cells, respectively. We integrated *Gipr*^EYFP+^-and *Glp1r*^EYFP+^ data with a previously-published *Gipr*^EYFP+^ dataset to increase power for comparative analysis. Three sequencing libraries for *Gipr*^EYFP+^ cells and one sequencing library for *Glp1r*^EYFP+^ cells yielded a total of 11,351 *Gipr*^EYFP+^ cells and 2,740 *Glp1r*^EYFP+^cells for subsequent scRNAseq analysis (Supp. Fig. 1A).

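The cells described in the passages that follow are the *Glp1r* EYFP+ cells, sorted from hypothalamic tissue of mice aged 4 to 6 weeks, with 2 to 6 mice pooled for each preparation and dissociation in papain (20 U/ml, 30 min). The labels list 4 *Glp1r* EYFP samples and state that 4 male replicates were pooled, the paper reports 1 library, and every barcode of the count matrix has the same suffix, so cells could not be assigned to a mouse or a replicate and the matrix was treated as 1 sample. Few cells carried the X-inactivation transcript *Xist* (7 UMIs in all cells together), whereas 51.3% of cells had a UMI of the Y-linked gene *Ddx3y*. The *Gipr* EYFP+ libraries were not analysed here. The matrix of the authors gives raw UMI counts of the mouse genes and of EYFP in all barcodes, before any selection of cells, from reads aligned to GRCm39 with longer 3' UTRs for *Glp1r*, *Ghsr*, *Prokr2* and *Prlhr*. It holds 39750801 UMIs, of which 83.7% lie in the 2744 cells with at least 500 genes and at most 20% mitochondrial UMIs. These cells have a median of 8724 UMIs (range 618 to 85628), 2756 genes and 4.31% mitochondrial UMIs. Counts were normalised with SCTransform, with the mitochondrial, ribosomal and *Xist* percentages regressed out, and clustered on 30 principal components with the Louvain algorithm at a resolution of 0.8 and 20 neighbours, settings within the ranges the paper gives. Expression is given in CPM, the UMIs of a gene per 1000000 UMIs of a group of cells, both summed over its cells, with exact Poisson 95% intervals in parentheses, and shares of cells with exact Clopper-Pearson 95% intervals. There were no replicates, so no p-values are given and the intervals cover counting error only. The 872337 barcodes with 1 to 100 UMIs, 4966199 UMIs in all, were used to measure RNA outside cells (free RNA), and 154 cells that resembled simulated doublets were kept. The share of free RNA among the UMIs of a class, estimated as the smallest ratio of a marker list of another type to its level in free RNA, was 1.59% in SMC-like cells, 2.27% in neurons and 18.6% in the cells without a name. It was 0% in the astrocyte-like, oligodendrocyte-like, VLMC-like and endothelial-like cells, in each of which a list gave no UMI, so this 0 sets no upper limit. A gene is said to lie above or below other cells where the 95% interval of its fold excludes 1. Positions of genes are in GRCm39.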

Unsupervised clustering analyses stratified these cells into 9 different cell type groupings (Fig 1 A). Cell type identities were assigned based on the expression of canonical marker genes (Figure 1 B Supp. Fig. 1A), indicating that both *Gipr*^EYFP+^and *Glp1r*^EYFP+^ populations are highly heterogeneous, with both neuronal and non-neuronal cell types represented (Campbell et al., 2017; He et al., 2016; Ludwig et al., 2021; Marques et al., 2016).

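The 854 neurons, the class named from *Snap25* and *Syt1*, which encode proteins of synaptic vesicle release, held 1199 CPM (1183 to 1215) of *Snap25* and 835 (822 to 848) of *Syt1*. Cells named from smooth muscle genes held 2875 CPM (2840.5 to 2910.2) of *Myh11*, the heavy chain of smooth muscle myosin, against 25.3 in neurons, and 23984 (23884 to 24085) of *Tagln*, which encodes an actin-binding protein. The myelin glycoprotein gene *Mog* reached 2115 CPM (1948 to 2293) in the class named from oligodendrocyte genes, and *Gja1*, the gene of the astrocyte gap junction protein connexin 43, reached 1643 (1503 to 1793) in the class named from astrocyte genes. *Pecam1* and *Flt1*, the gene of a VEGF receptor, marked the class with endothelial genes (353 CPM (283 to 434) and 717 (616 to 829)), and the collagen gene *Col1a1* the class with genes of VLMCs (1091 (976 to 1216)). A class of 59 cells met the marker list of pituitary endocrine cells, with 172 CPM (149 to 198) of the pituitary transcription factor gene *Pitx1*. These genes are those that named the classes, so their levels are no separate result. The 16 clusters were joined into classes, in which the list genes above the other cells were 7 of 7 for neurons, 6 of 6 each for smooth muscle cells, astrocytes, endothelial cells and VLMCs, and 6 of the 6 measured pituitary genes. Single neuron clusters met 5 to 7 of the 7 markers, and the oligodendrocyte-like cluster met 6 of its 6. A cluster of 414 cells held 6 of 6 smooth muscle and 5 of 5 pericyte genes above the other cells and is called the SMC- or pericyte-like cluster. The 199 cells of a shallow cluster (median 2377 UMIs) were left without a name, and their leading genes were the long noncoding RNAs *Snhg14* (932 CPM (868 to 999)), *Kcnq1ot1* (931 (867 to 998)) and *Miat* (249 (216 to 285)). From the marker genes, the paper concludes that the *Glp1r* EYFP+ population is highly heterogeneous and holds both neurons and non-neuronal cells.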

Among the detected cell types, neurons, oligodendrocytes (ODs), and multiple vascular cell types were identified within the *Gipr*^EYFP+^or *Glp1r*^EYFP+^ cell populations. 

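Among the *Glp1r* EYFP+ cells alone, SMC-like cells made up 37.9% (36.1 to 39.7) and the SMC- or pericyte-like cluster 15.1% (13.8 to 16.5) of the cells. Neurons made up 31.1% (29.4 to 32.9). The VLMC-like cells were 36 cells, or 1.31% (0.921 to 1.81), the oligodendrocyte-like cells 35, or 1.28% (0.890 to 1.77), and the endothelial-like cells 29, or 1.06% (0.709 to 1.51). Pituitary-like cells were 2.15% (1.64 to 2.76) and the cells without a name 7.25% (6.31 to 8.29). The named classes differed in depth, from a median of 3428 UMIs in astrocyte-like cells and 5966 in the SMC- or pericyte-like cluster to 8332 in SMC-like cells, 19012 in pituitary-like cells and 20689 in neurons. The share of the SMC- or pericyte-like cluster was 8.16% at a resolution of 1.0, 5.14% with 15 neighbours, 6.27% with log-normalised counts and 7.69% with SCTransform version 2. It was 0% without doublets and with a minimum of 1000 genes. It was also 0% under each of 6 other rules for naming clusters, which cannot give a cluster a double name, so that 0% was fixed in advance. These rules, the naming rule used and version 2 were chosen after the clusters were seen. Cells without a name were between 0% and 22.3% over these settings, and with 30 neighbours no cluster was oligodendrocyte-like.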

Vascular cells, including pericytes, smooth muscle (SMCs), vascular leptomeningeal (VLMCs), and endothelial cells (ECs), formed the majority of the detected cells 70% (9879), while neurons and oligodendrocytes (ODs) accounted for 11% (1,526) and 17% (2,443) of the remaining cells, respectively. 

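In the *Glp1r* EYFP+ library, 78 cells (2.84% (2.25 to 3.54)) formed an astrocyte-like cluster, and no cluster met the marker lists of macrophages and microglia, ependymocytes, tanycytes or red blood cells. The microglia and macrophage genes *Aif1*, *Cx3cr1*, *C1qa*, *Csf1r* and *Mrc1* gave 13, 5, 18, 5 and 0 UMIs over all cells; the count of 0 for *Mrc1*, a mannose receptor gene, allows up to 0.0901 CPM. *Foxj1*, a transcription factor gene of ciliated cells, gave 59 UMIs and *Ccdc153*, an ependymal gene, 8 UMIs. The tanycyte transcription factor gene *Rax* gave 14 UMIs and the haemoglobin gene *Hbb-bs* 1 UMI.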

A small number of astrocytes (174), macrophages (26) and ependymocytes (43) were also found.

We explored the number of cells expressing *Gipr* and *Glp1r* transcript in each cell type cluster (Supplementary Fig 2A-C). 

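*Glp1r*, the gene of the GLP-1 receptor on chromosome 17 from 31120525 to 31159765, gave a UMI in 235 neurons, 27.5% (24.5 to 30.6) of them, at 36.7 CPM (34.0 to 39.6). Among SMC-like cells 23 had a UMI, 2.21% (1.41 to 3.30), at 2.96 CPM (1.95 to 4.31), and in the SMC- or pericyte-like cluster 17, 4.11% (2.41 to 6.49), at 8.49 CPM (5.26 to 13.0). Oligodendrocyte-like cells had no *Glp1r* UMI in 35 cells, which allows a share of up to 8.57% of cells with a UMI, at a median of 7811 UMIs, and VLMC-like cells none in 36, which allows up to 8.33%, at 9144 UMIs. Pituitary-like cells had a UMI in 14 of 59 cells (23.7%), the cells without a name in 18 (9.05%), and astrocyte-like and endothelial-like cells in 1 cell each. Free RNA held *Glp1r* at 23.4 CPM (19.3 to 28.0). *Gipr*, the gene of the GIP receptor on chromosome 7 from 18888169 to 18900228, gave a UMI in 7 neurons and in 1 cell of the SMC- or pericyte-like cluster, and none in free RNA. With every cell thinned to 2000 UMIs, *Glp1r* remained in 6.46% of 851 neurons and 1.06% of 1033 SMC-like cells, and in 0 of 25 oligodendrocyte-like cells.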

Cells containing *Gipr* transcript mapped to all clusters except ependymocytes and macrophages, while cells containing *Glp1r* transcript mapped to all clusters except VLMCs. That not all cells contain *Gipr* or *Glp1r* transcript is expected given the difficulty in detecting low-expressing gene transcripts in scRNAseq data. In contrast, expression of Cre-dependent *EYFP* showed extensive coverage in the majority of cells in all clusters (Supplementary Fig 2D).

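The EYFP transcript, the reporter switched on by Cre in *Glp1r* EYFP mice, was present in 90.6% (88.6 to 92.3) of SMC-like cells at 406 CPM (393 to 419.6) and in 90.3% (87.1 to 93.0) of the SMC- or pericyte-like cluster at 534 CPM (505 to 563). It was present in 83.1% (80.5 to 85.6) of neurons at 173 CPM (167 to 179.5) and in 91.5% (81.3 to 97.2) of pituitary-like cells at 323 CPM (291 to 358). VLMC-like cells had the reporter in 75% (57.8 to 87.9) and endothelial-like cells in 62.1% (42.3 to 79.3). Astrocyte-like cells had it in 35.9% (25.3 to 47.6) at 166 CPM (124 to 218), oligodendrocyte-like cells in 31.4% (16.9 to 49.3) at 107 CPM (72.2 to 153), and the cells without a name in 35.7% (29.0 to 42.8). Free RNA held EYFP at 135 CPM (125 to 146), and free RNA made up an estimated 1.59% of UMIs in SMC-like cells and 2.27% in neurons. Neuron genes took 0.00944% of UMIs in astrocyte-like cells against 0.347% in free RNA, and smooth muscle genes 0.0378% in oligodendrocyte-like cells against 2.09%. Of the astrocyte-like cells, 73 had at most 1% of their UMIs from smooth muscle genes and held EYFP at 131 CPM (89.8 to 185), and the other 5 were all called doublets. Of the endothelial-like cells, the 15 with at most 1% had EYFP in 33.3% (11.8 to 61.6) at 158 CPM, and the 14 with more had it in 92.9% (66.1 to 99.8) at 362 CPM. The 15 had a median of 4215 UMIs and the 14 of 10722, so the shares also differ in depth. With cells thinned to 2000 UMIs, EYFP was found in 52.6% of SMC-like cells, 27.6% of neurons, 30.9% of astrocyte-like cells and 12% of oligodendrocyte-like cells.

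**Figure D1:**
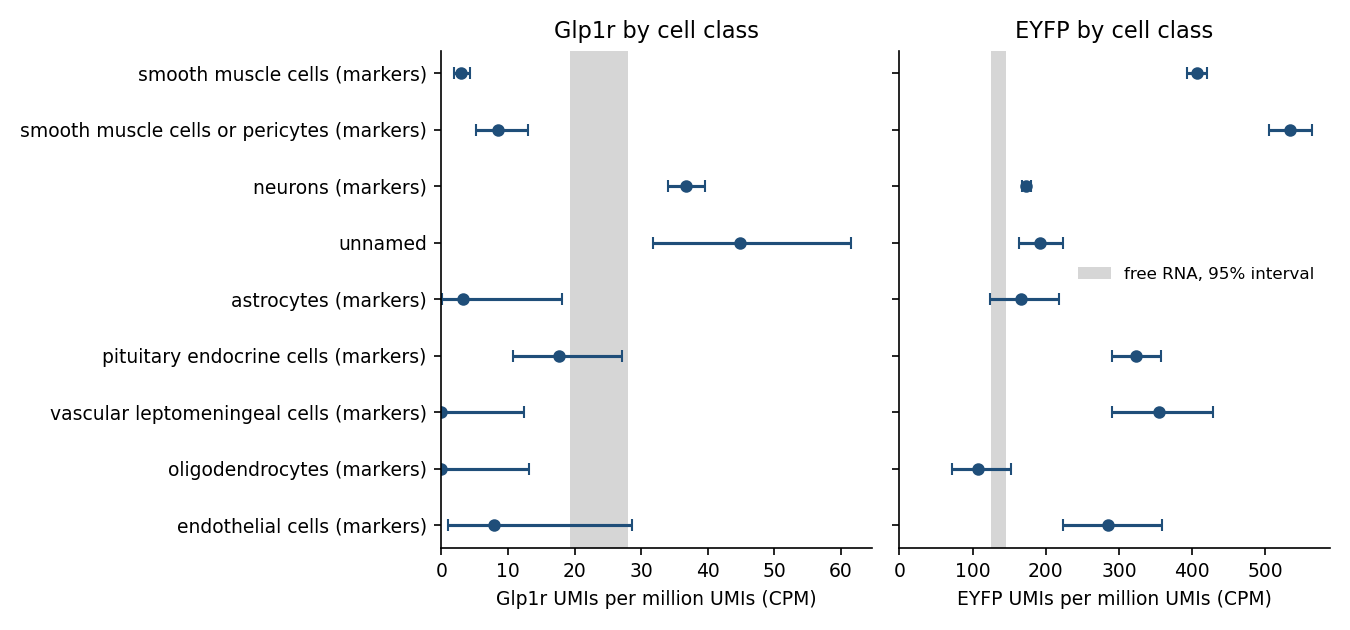
*Glp1r* (left) and EYFP (right) in CPM in each class of *Glp1r* EYFP+ cells named from markers, with points for the summed UMIs, bars for exact Poisson 95% intervals and a grey band for the 95% interval of the level in free RNA itself. Free RNA is a small share of the UMIs of the named classes, so the band is not the background expected in them. Among named classes, neurons are highest for *Glp1r* and the SMC- or pericyte-like cluster for EYFP.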

To investigate the proportion of *Gipr*^EYFP+^ or *Glp1r*^EYFP+^cells represented by each cell type, the percentage of cells originating from the *Gipr*^EYFP+^or *Glp1r*^EYFP+^datasets within each cell type was calculated (Figure 1C). 

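*Kcnj8* and *Abcc9* encode the channel and the sulfonylurea receptor subunit of the ATP-sensitive potassium channel of pericytes and lie close to each other on chromosome 6, *Kcnj8* from 142510563 to 142517830 and *Abcc9* from 142533588 to 142648571. In the SMC- or pericyte-like cluster of *Glp1r* EYFP+ cells, 13 cells had a UMI of both genes, 21 of *Kcnj8* only, 7 of *Abcc9* only and 373 of neither. Against the other 4 Acta2-high clusters, *Kcnj8* was 11.7-fold (7.93 to 17.6) and *Abcc9* 50.4-fold (16.1 to 254) higher there. Neurons, which should lack *Kcnj8*, had it in 0.468% (0.128 to 1.19) of cells at a median of 20689 UMIs, against 8.21% (5.75 to 11.3) at 5966 UMIs in this cluster.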

The *Glp1r*^EYFP+^dataset accounted for the majority of neurons, while pericytes were only found in the *Gipr*^EYFP+^datasets. About equal numbers of SMCs were detected from *Gipr*^EYFP+^or *Glp1r*^EYFP+^ datasets, and the *Gipr*^EYFP+^datasets accounted for the majority of both ODs and VLMCs. 

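The SMC-like *Glp1r* EYFP+ cells formed 4 clusters, numbered 1, 2, 3 and 10, of 367, 306, 248 and 119 cells, or 13.4% (12.1 to 14.7), 11.2% (10.0 to 12.4), 9.04% (7.99 to 10.2) and 4.34% (3.61 to 5.17) of all *Glp1r* EYFP+ cells. *Acta2*, the smooth muscle actin gene on chromosome 19 from 34217737 to 34232990 and among the genes that named them, ranged over them from 28726 CPM (28497 to 28955) in cluster 3 to 33078 CPM (32883 to 33274) in cluster 2. *Glp1r* gave 7.07 CPM (4.26 to 11.0) in cluster 1, in 4.36% of cells, 3.03 (0.624 to 8.84) in cluster 10, 1.42 (0.293 to 4.15) in cluster 3 and 0.601 (0.0727 to 2.17) in cluster 2, in 0.654% of cells. With free RNA subtracted, cluster 2 gave 0.234 CPM. Cluster 1 had a median of 7132 UMIs and cluster 2 of 10545, so the deeper of the pair had the lower share.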

Considering that the *Gipr*^EYFP+^datasets account for more than 4x the number of cells compared to *Glp1r*^EYFP+^ in the integrated dataset, adjusting for sample sizes suggests that neurons and SMCs may be more heavily dominated by *Glp1r*^EYFP+^cells (Supplementary. Fig. 2E).

### 3.2 Vascular cells

Vascular cells were investigated by filtering for positive expression of gene markers for multiple known vascular cell types, including markers for pericytes (*Pdgfrb*), smooth muscle cells (SMCs) (*Tagln*), vascular leptomeningal cells (VLMCs) (*Pdgfra*), and endothelial cells (ECs) (*Cldn5*). Neurons and ODs were excluded using markers *Snap25* and *Mbp*, respectively. 

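The vascular gate, applied with its conditions as written, held 1592 of the *Glp1r* EYFP+ cells, 58.0% (56.1 to 59.9). Of these, 1038 were SMC-like, 407 lay in the SMC- or pericyte-like cluster, 32 were VLMC-like, 28 endothelial-like, 37 neurons, 5 astrocyte-like and 45 without a name, and none was oligodendrocyte-like. *Acta2* gave 18835 CPM (18664 to 19007) in the SMC- or pericyte-like cluster, 7888 (7545 to 8242) in endothelial-like cells and 2155 (1992 to 2328) in VLMC-like cells. *Kcnj8* was highest in the SMC- or pericyte-like cluster (44.9 CPM (36.9 to 54.0)) and in endothelial-like cells (43.6 (21.8 to 78.0)), and lower in SMC-like cells (3.84 (2.67 to 5.34)). *Cldn5*, the gene of a tight junction protein on chromosome 16 from 18595597 to 18597012, reached 1826 CPM (1663 to 2001) in endothelial-like cells and 16.2 (11.6 to 22.0) in the SMC- or pericyte-like cluster. *Lum*, which encodes the matrix proteoglycan lumican and lies on chromosome 10 from 97400990 to 97408577, reached 1709.9 CPM (1565 to 1865) in VLMC-like cells and 0.219 (0.0266 to 0.792) in SMC-like cells. *Acta2*, *Cldn5* and *Lum* also served to name these classes.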

Dimensionality reduction for the 8,512 vascular cells reproduced the separation of pericytes, SMCs, VLMCs and ECs based on known cell type marker expression (pericytes: *Kcnj8*, SMCs: *Acta2*, ECs: *Cldn5*, VLMCs: *Lum*) (Figure 2A,B) (Campbell et al., 2017; He et al., 2016; Vanlandewijck et al., 2018; Zeisel et al., 2018). Dimensionality reduction of the vascular cell subset yielded 19 clusters separating into pericytes (Peri-1 to Peri-8), SMCs (SMC-1 to SMC-6), VLMCs (VLMC-1 to VLMC-2), and one cluster of ECs (Figure 2A). Small numbers of Neurons and ODs were seen in two peripheral clusters (Figure 2A).

Pericytes, demarcated by *Kcnj8* expression, formed eight clusters (Peri-1 to Peri-8) (Figure 2A). Significant differentially expressed genes driving the separation of cluster Peri-8 included the apolipoprotein *Apoe*, peripheral myelin protein *Pmp22*, and transcription factors *Lmcd1* and *Prrx1* (Figure 2C). Gene expression within clusters Peri-1, -2, -3, -4, -5, and -6 was relatively homogeneous, the only significant gene expression differences being higher levels of ribosome-related genes (e.g. *Rps16*, *Rpl13*) in cluster Peri-1 and Peri-4 (Fig 2C). Despite regression of sex-specific gene *Xist*, prior to clustering, *Xist* was the primary driver for separation of cluster Peri-7 (Supp. Fig. 3A).

Of the six SMC clusters, identified by *Acta2* expression, SMC-6 expressed significantly higher levels of cell adhesion and proliferation gene *Ccn1*, and higher levels of transcription factors *Atf3*, *Fos*, *Jun*, *Junb* and *Jund* (Figure 2D). Each of these transcription factors have previously been shown to be enriched in arterial versus venous SMCs (Vanlandewijck et al., 2018). 

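Within the Acta2-high *Glp1r* EYFP+ clusters, *Ccn1*, the gene of a secreted matrix protein, was 4.36-fold (4.14 to 4.59) higher in SMC-like cluster 2 than in the other 4 clusters, and the stress-response transcription factor gene *Atf3* was 5.08-fold (4.81 to 5.37) higher there. Cluster 2 also held more *Fos* (2.80-fold (2.73 to 2.87)), *Jun* (3.60-fold (3.45 to 3.77)), *Junb* (2.67-fold (2.58 to 2.76)) and *Jund* (2.00-fold (1.93 to 2.08)), the genes of the subunits of AP-1. Cluster 3 shared this pattern, with *Fos*, on chromosome 12 from 85520658 to 85524047, at 4854 CPM (4761 to 4949) against 3995 (3928 to 4064) in cluster 2 and 176 (160.2 to 192) in cluster 1, and with *Junb* 2.90-fold (2.80 to 3.00) higher than in the other clusters. All 14 genes of a list of immediate early and dissociation-response genes, *Egr1*, *Dusp1* and *Hspa1a* among them, lay above the other Acta2-high clusters in both clusters 2 and 3, and all lay below them in clusters 1 and 10 and in the SMC- or pericyte-like cluster. The list holds *Ccn1*, *Atf3*, *Fos*, *Jun*, *Junb* and *Jund*.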

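*Rgs5*, which encodes a regulator of G-protein signalling and lies on chromosome 1 from 169483036 to 169524887, was 20.9-fold (19.7 to 22.2) higher in the SMC- or pericyte-like cluster of *Glp1r* EYFP+ cells than in the other 4 Acta2-high clusters, at 3022 CPM (2954 to 3092). In the SMC-like clusters it ranged from 351 CPM (329 to 375) in cluster 1 to 21.0 (16.4 to 26.6) in cluster 2. The olfactory receptor gene *Olfr558* followed with 325 CPM (303 to 348) in the SMC- or pericyte-like cluster, 3.53-fold (3.20 to 3.89) above the others, and 44.4 (37.6 to 52.2) in cluster 2. *Ackr3*, the gene of an atypical chemokine receptor, was 4.75-fold (4.38 to 5.15) higher in the SMC- or pericyte-like cluster and 1.62-fold (1.49 to 1.76) higher in cluster 1 than in the other Acta2-high clusters. Neurons carried *Rgs5* at 11.3 CPM (9.83 to 12.9) and free RNA at 235 CPM.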

A subset of cells in SMC-1, -2, and-3 expressed higher levels of *Rgs5*, a marker for venous mural cells, as well as olfactory receptor *Olfr558*, and chemokine receptor *Ackr3* (Figure 2D). *Rgs5* was significantly enriched in the *Gipr*^EYFP+^ cells versus *Glp1r^EYFP+^* in SMC-5 and SMC-6 (Supplementary. Fig. 3B). *Olfr558* was significantly enriched in the *Gipr*^EYFP+^ cells versus *Glp1rEYFP+* in SMC-5 (Supplementary Fig 3B). These results suggest separation within the SMCs based on arteriovenous zonation, supported by the observation that venous SMC marker *Car4* was significantly enriched in the *Gipr*^EYFP+^ cells versus *Glp1r*^EYFP+^ in SMC-5, and arterial SMC markers *Cnn1* and *Tinagl1* were both enriched in *Glp1r*^EYFP+^ cells versus *Gipr*^EYFP+^ cells in SMC-6. 

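In the *Glp1r* EYFP+ cells, *Car4*, which encodes a membrane-bound carbonic anhydrase, was 47.7-fold (34.0 to 69.0) higher in the SMC- or pericyte-like cluster than in the other Acta2-high clusters, with 188 CPM (172 to 206) against 4.80 (2.75 to 7.80) in cluster 2. *Cnn1*, the gene of calponin, an actin-binding protein of contractile smooth muscle, went the other way, with 1189 CPM (1152 to 1227) in cluster 2, 509.7 (483 to 537) in cluster 1 and 64.3 (54.7 to 75.1) in the SMC- or pericyte-like cluster. *Tinagl1*, which encodes a basement membrane protein, gave 571 CPM (542 to 602) in the SMC- or pericyte-like cluster and between 1415 and 1656 CPM in the 4 SMC-like clusters. The venous genes *Rgs5* and *Car4*, and *Olfr558* and *Ackr3*, which the paper names beside *Rgs5*, lay above, and both arterial genes (*Cnn1* and *Tinagl1*) below, the other Acta2-high clusters in the SMC- or pericyte-like cluster, and both arterial genes lay above in cluster 2. Among SMC-like cells, 300 had UMIs of both *Rgs5* and *Cnn1*, 67 of *Rgs5* only, 649 of *Cnn1* only and 24 of neither. In the SMC- or pericyte-like cluster these numbers were 61, 326, 13 and 14. The paper's lists were chosen on data that include these cells, so their counts are not independent evidence. From such differences, the paper proposes that SMCs separate by arteriovenous zonation.

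**Figure D2:**
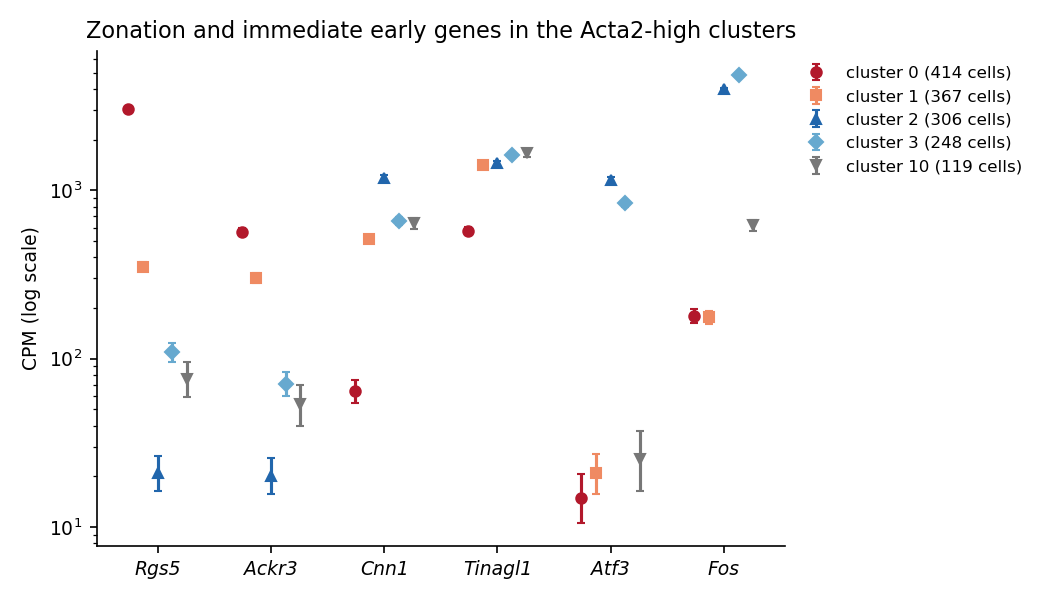
Levels in CPM (log axis) of *Rgs5*, *Ackr3*, *Cnn1*, *Tinagl1*, *Atf3* and *Fos* in the 5 Acta2-high clusters of *Glp1r* EYFP+ cells, where cluster 0 is the SMC- or pericyte-like cluster and bars are exact Poisson 95% intervals. *Rgs5* and *Ackr3* are highest in cluster 0, *Cnn1* in cluster 2, and *Atf3* and *Fos* in clusters 2 and 3.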

*Tinagl1* was further enriched in *Glp1r*^EYFP+^ cells versus *Gipr*^EYFP+^ cells in SMC-1, -2, -4, -5 (Supplementary Figure 3C).

ECs, identified via *Cldn5* expression, were observed in a single cluster (Figure 2A), however investigation of arterial and venous endothelial gene markers suggested separation based on arteriovenous zonation within this cluster (Figure 2E). 

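In the endothelial-like *Glp1r* EYFP+ cells, *Bmx*, the gene of a tyrosine kinase of arterial endothelium, gave 162 CPM (117 to 220.4) and *Vegfc*, the gene of a vascular growth factor, 194 (144 to 257). *Slc38a5*, which encodes an amino acid transporter, gave 27.7 CPM (11.2 to 57.1) and *Mfsd2a*, the gene of a lipid transporter of the blood-brain barrier, 103 (67.3 to 151). Of the 29 cells, *Bmx* alone had UMIs in 16, *Slc38a5* alone in 5, both in 0 and neither in 8. *Vegfc* alone had UMIs in 16, *Mfsd2a* alone in 6, both in 0 and neither in 7. All 3 arterial genes (*Bmx*, *Vegfc* and *Gkn3*) and 3 of 4 venous and capillary genes (*Slc38a5*, *Mfsd2a* and *Slc16a1*, but not *Ivns1abp*) lay above the other *Glp1r* EYFP+ cells. This comparison is with cells of other classes and does not separate kinds of endothelium. The sides of *Bmx*, *Vegfc*, *Slc38a5* and *Mfsd2a* are those of the paper's text. The legend of Supplementary Fig. 3, which alone names *Gkn3*, *Slc16a1* and *Ivns1abp*, gives *Bmx*, *Vegfc* and *Gkn3* as venous and *Mfsd2a*, *Ivns1abp* and *Slc16a1* as arterial. The same class held 1069.7 CPM (946 to 1205) of the smooth muscle gene *Myh11*, and 14 of its cells took over 1% of their UMIs from smooth muscle genes.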

Cells stratified within the cluster based on differential enrichment of arterial endothelial markers (*Bmx* and *Vegfc*) and venous and capillary markers (*Slc38a5* and *Mfsd2a*) (Figure 2E). Though not significant, the arterial markers trended towards higher expression levels in *Glp1r*^EYFP+^ cells, while venous and capillary marker expression appeared higher in the *Gipr*^EYFP+^ cells (Supplementary Fig. 3D).

The VLMCs, distinguished by *Lum* expression, separated into two clusters (Figure 3A). There was no difference the *Gipr*^EYFP+^ versus *Glp1r*^EYFP+^composition in either VLMC cluster (Supplementary Fig. 4A). Zeisel *et al*. observed stratification of VLMCs in the adult mouse brain based on expression of the pro-inflammatory cytokine *Il33*, the prostaglandin D2 synthase *Ptgds* and neuronatin, *Nnat* (Zeisel et al., 2018). 

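The VLMC-like *Glp1r* EYFP+ cells formed 1 cluster, in which *Il33*, the gene of an alarmin cytokine on chromosome 19 from 29902483 to 29938933, gave 144 CPM (104 to 194), 43.9-fold (30.1 to 63.1) above the other cells. *Nnat*, the imprinted gene of neuronatin, gave 73.6 CPM (46.1 to 111), below its level in free RNA (1139.7 CPM). *Ptgds*, the prostaglandin D2 synthase gene, gave 234 CPM (183 to 296), against 211 (199 to 224) in free RNA. These levels in free RNA are not the background expected in VLMC-like cells. Neuron genes took 0.00335% of UMIs in VLMC-like cells, against 0.347% in free RNA. A UMI of *Il33* without *Nnat* was seen in 11 cells, of *Nnat* without *Il33* in 8, of both in 2 and of neither in 15. SMC-like cells, which should lack *Nnat*, had it in 15.7% (13.5 to 18.0) of cells, against 27.8% (14.2 to 45.2) of VLMC-like cells, at medians of 8332 and 9144 UMIs.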

Cluster VLMC-1 expressed significantly higher levels of *Il33*, while cluster VLMC-2 expressed significantly higher levels of *Nnat* (Figure 3A). - *Ptgds* was not statistically differentially expressed between VLMC clusters (p_adj_ = 1) (Supplementary. Fig. 4B). *Nnat* and *Ptgds* expression was significantly enriched in *Gipr*^EYFP+^ versus *Glp1r*^EYFP+^ cells in VLMC-2 (Supplementary Fig. 4B). VLMC-1 was also found to express significantly higher levels of multiple VLMC/fibroblast-like markers, including *Col15a1*, *Lama1*, *Pdgfra* and *Dcn* (Figure 3B). 

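In the VLMC-like *Glp1r* EYFP+ cells, the basement membrane genes *Col15a1* and *Lama1* gave 194 CPM (147 to 251) and 93.7 (62.3 to 135). *Pdgfra*, the gene of a growth factor receptor of fibroblasts, gave 435 CPM (363 to 517) and *Dcn*, the gene of the matrix proteoglycan decorin, 11825 (11438 to 12222); *Dcn* was among the genes that named the class. *Edn3*, which encodes endothelin 3, gave 231 CPM (179.6 to 292), the transporter gene *Abca8a* 50.2 (28.1 to 82.8) and the purinergic receptor gene *P2ry1* 53.5 (30.6 to 86.9). All 8 genes the paper names for VLMC-1, *Il33* included, lay above the other *Glp1r* EYFP+ cells, 7 of them by more than 10 times. The paper compared VLMC-1 with VLMC-2, whereas the comparison here is with cells of all other classes. These folds therefore do not assign the VLMC-like cells to either VLMC cluster.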

Additional differentially expressed genes in VLMC-1 include ATP-binding cassette *Abca8a*, previously found to be correlated with expression of VLMC marker gene *Pdgfra* (Vanlandewijck et al., 2018), purinergic receptor P2Y *P2ry1*, and the endothelin *Edn3* (Figure 3B). VLMC-2 differentially expressed retinol binding proteins *Rbp1*, *Rbp4* and *Crabp2*, progesterone receptor *Pgrmc1*, and Na^+^ and K^+^ transporter *Nkain4* (Figure 3B). 

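Among the genes the paper names for VLMC-2, those of the retinoid-binding proteins *Rbp4* (5290.2 CPM (5033 to 5558)) and *Crabp2* (60.2 (35.7 to 95.2)) were higher in the VLMC-like *Glp1r* EYFP+ cells than in the other cells, as was *Nkain4* (385 (318 to 462)), whose product interacts with the sodium pump. *Nnat* was lower, and so was *Pgrmc1*, the gene of a progesterone-binding membrane protein, with 499 CPM (422 to 585) in VLMC-like cells and 742 CPM in free RNA. The level in free RNA itself is not the background expected in VLMC-like cells. The other cells include neurons, with *Nnat* at 821 CPM, while SMC-like cells held it at 20.9 CPM, below the 73.6 CPM of VLMC-like cells. As for VLMC-1, the comparison with all other classes is unlike that of the paper between VLMC clusters.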

In VLMC-2 *Gipr*^EYFP+^ VLMC cells expressed significantly higher levels of *Pgrmc1* (Supplementary Fig. 4B).

### 3.3 Oligodendrocytes

To investigate *Gipr*^EYFP+^/ *Glp1r*^EYFP+^ODs further, cells were filtered for positive expression of general OD gene markers (*Olig1*, *Sox10*, *Mog*), and negatively against astrocytes (*Aqp4*). Filtering left 2,323 cells, which after re-clustering revealed 10 clusters of ODs (OD-1 to OD-10) (Figure 3C). 

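All 35 oligodendrocyte-like *Glp1r* EYFP+ cells carried *Trf*, the transferrin gene, at 6149.8 CPM (5863 to 6447), and 25 of them also carried *Opalin*, the gene of a myelin sialylglycoprotein, at 731 (635 to 839). *Klk6*, which encodes a serine protease of oligodendrocytes, gave 517 CPM (436 to 609) in 40% (23.9 to 57.9) of the cells, and the myelin gene *Mal* 7858 (7534 to 8194). *Enpp6*, a phosphodiesterase gene, gave 271 CPM (214 to 339), the myelin protein gene *Pmp22* 610.0 (522 to 709) and the annexin gene *Anxa5* 275 (217 to 343). Of the myelinating genes, *Il33* gave 249.7 CPM (195 to 315), the chloride channel gene *Ttyh1* 82.0 (52.0 to 123) and the contactin gene *Cntn1* 49.9 (27.3 to 83.8), the last below its level in the other cells. In all, 5 of 5 genes of mature and 4 of 5 genes of myelinating oligodendrocytes lay above the other cells. The paper's lists contrast oligodendrocyte clusters with each other, whereas these counts are against cells of all other classes, neurons included. They therefore do not tell mature from myelinating oligodendrocytes. Neurons, which should lack *Klk6*, had it in 0 of 854 cells at a median of 20689 UMIs, against 7811 in oligodendrocyte-like cells.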

Clusters OD-1 and OD-2 expressed higher levels of mature OD gene markers (*Trf*, *Klk6*), while clusters OD-7, OD-8 and OD-9 expressed higher levels of myelinating OD markers (*Mal*, *Opalin*) (Figure 3D). The mature OD clusters OD-1 and OD-2 also differentially expressed ectonucleotide metabolism gene *Enpp6*, peripheral myelin protein *Pmp22*, and annexin *Anxa5*. Myelinating OD clusters OD-7 and OD-8 expressed significantly higher levels of *Il33*, the contactin *Cntn1*, and the tweety family member *Ttyh1* (Figure 3D). OD-10, formed of 36 cells, had significantly higher expression of *Ptprz1*, a marker for OD precursors, as well as angiotensinogen *Agt*, neurotensin receptor *Ntsr2*, neurotransmitter transporter *Slc6a11*, and ion transporter *Slc4a4* (Figure 3D). The 32 *Glp1r*^EYFP+^cells were diffusely populated among all OD clusters (Supplementary Fig. 4C).

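The oligodendrocyte gate held 32 *Glp1r* EYFP+ cells, of which 30 lay in the oligodendrocyte-like cluster, 1 among neurons and 1 among the cells without a name. *Mbp*, the myelin basic protein gene, stood at 3499 CPM (3291 to 3717) in them. Of the genes the paper names for OD-10, *Agt*, the angiotensinogen gene, gave 0 UMIs in the gated cells and *Ntsr2*, a neurotensin receptor gene, 16.6 CPM (5.39 to 38.7). In the oligodendrocyte-like cluster, 2 of the 5 OD-10 genes (*Ntsr2* and *Slc4a4*) lay above the other cells. The intervals of the other 3 spanned a fold of 1. The paper compared OD-10 with the other oligodendrocyte clusters, so these counts do not place cells in or outside OD-10. All 5 lay more than 10 times above the other cells in the astrocyte-like cells, where *Ptprz1* gave 1728 CPM (1584 to 1881), *Slc6a11* 2141 (1981 to 2311) and *Slc4a4* 2170.4 (2009 to 2342).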

### 3.4 Neurons

To perform detailed analysis of the neurons represented in our data, cells were filtered for expression of *Syt1* and *Snap25*. Contaminating pericytes, SMCs, and ODs were eliminated based on expression of *Abcc9*, *Acta2*, and *Mal*, respectively. 

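The neuron gate, applied as the Methods write it, held 965 *Glp1r* EYFP+ cells, 35.2% (33.4 to 37.0) of the library. Among them 821 belonged to the neuron clusters of all cells, 86 to the cells without a name, 47 to the pituitary-like cells, 9 to SMC-like cells, 1 to the SMC- or pericyte-like cluster and 1 to the oligodendrocyte-like cells. *Snap25* and *Syt1* reached 194 CPM (169.6 to 222) and 225 (198 to 255) in the pituitary-like cells, enough for many of them to pass the gate, and 24.7 (21.6 to 28.1) and 9.21 (7.35 to 11.4) in SMC-like cells. With an & between the negative conditions, 938 cells passed. Clustered again on their own, the gated cells formed 14 clusters.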

397 *Gipr*^EYFP+^ and 944 *Glp1r*^EYFP+^ resultant neurons clustered into 12 distinct sub-populations following dimensionality reduction (Fig 4A).

The tissue preparation enabling scRNAseq results in a loss of the spatial context of neurons represented in our sample. To infer the anatomical distribution of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^neuronal clusters to discrete hypothalamic nuclei, the top 15 cluster-enriched gene markers extracted from differential gene expression analysis were compared to available nucleus-specific scRNAseq datasets and were mapped to the Allan Brain Atlas (Campbell et al., 2017; Chen et al., 2017; Lein et al., 2007; Mickelsen et al., 2019; Mickelsen et al., 2020; Moffitt et al., 2018) (Supplementary Fig 5; Supplementary Table 1). Regional mapping revealed three clusters from the arcuate nucleus (ARH.1, ARH.2, ARH.3) two clusters from the ventromedial hypothalamic nucleus (VMH.1, VMH.2), two clusters from the suprachiasmatic nucleus (SCN.1, SCN.2), one cluster from the lateral hypothalamus (LH), two clusters from the premammillary nucleus (PMv, PMd), one cluster from the medial tuberal nucleus (MTu), and one cluster that remains unassigned (NK.1) (Fig 4B). 

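The clusters of gated *Glp1r* EYFP+ neurons were named from the genes of Supplementary Table 1, less those whose levels the text reports, and are called ARH.1-like and so on. *Fezf1* and *Nr5a1*, the gene of the transcription factor SF-1 on chromosome 2 from 38581468 to 38604642, were among 12 of 12 list genes above the other gated cells in a larger VMH.1-like cluster (*Nr5a1* at 161 CPM (147 to 176)); in a smaller one 8 of 12 were, *Fezf1* among them but not *Nr5a1* (11.2 CPM). The circadian receptor gene *Prokr2* was among 11 of 11 list genes above the others in the SCN.1-like cluster, and *Prok2*, the gene of its ligand, among 9 of 10 in the SCN.2-like cluster. *Tcf7l2* and *Shox2*, both transcription factor genes, were among 13 of 13 in the LH-like cluster, and *Foxb1*, a forkhead gene of the mammillary region, among 11 of 12 in the PMd-like cluster. *Tbx3*, an arcuate transcription factor gene, was among 11 of 11 in the ARH.1-like cluster, and *Gad1* and *Gad2*, the genes of GABA synthesis, among 11 of 12 in the ARH.2-like cluster. The epithelial adhesion gene *Epcam* was among 8 of 8 in the ARH.3-like cluster, *Adcyap1*, the gene of PACAP, among 9 of 9 in the VMH.2-like cluster, and *Dlx5*, a homeobox gene of inhibitory neurons, among 7 of 13 in the NK.1-like cluster. None of the 10 leading genes of the NK.1-like cluster is in the NK.1 list, and 1 of them, *Lhx1*, stands under SCN.2 and PMd in the table, so this name is weakly borne out. Another cluster was named ARH.2 or PMv (9 and 9 of 12 genes, with 11 of 12 PMd genes above as well) and another NK.1 or ARH.1 (8 of 13 and 3 of 11). Of the 206 cells of the ARH.2- or PMv-like cluster, 69 are among the shallow cells without a name and 21 were called doublets. A further cluster, with smooth muscle genes and 17 called doublets among its 22 cells, took no name, and no cluster was named MTu or PMv alone. The table was made from these cells together with the *Gipr* EYFP+ cells, so these counts are not independent evidence, and its ARH.1 and ARH.2 lists hold the genes that the text gives for the opposite cluster.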

Eight of the 12 clusters were predominantly composed of *Glp1r*^EYFP+^ neurons, 3 were predominantly represented by *Gipr*^EYFP+^ neurons, and one had equal representation of *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ neurons (Fig 4B).

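*Glp1r* was highest in the NK.1-like cluster, at 193 CPM (156 to 235), 5.95-fold (4.76 to 7.37) above the other gated *Glp1r* EYFP+ cells, and in the PMd-like cluster, at 144 (111 to 183). The ARH.1-like cluster (95.0 CPM (72.7 to 122)) and the NK.1- or ARH.1-like cluster (89.7 (77.1 to 104)) came next, and the ARH.2-like cluster gave 27.9 (22.6 to 34.0). The larger VMH.1-like cluster gave 26.2 CPM (20.7 to 32.7) and the LH-like cluster 17.3 (10.3 to 27.4), and the lowest level was in the SCN.1-like cluster, with 2.98 (0.813 to 7.64). By size, the ARH.2- or PMv-like cluster held 206 cells, the ARH.2-like 158, the SCN.1-like 98, the NK.1- or ARH.1-like 95 and the SCN.2-like 55. The VMH.1-like clusters held 117 and 45 cells, the ARH.3-like 47, the LH-like 30, the NK.1-like and VMH.2-like 24 each, and the PMd-like and ARH.1-like 22 each. Under other settings the shares of the ARH.1-, ARH.2-, ARH.3-, NK.1-, VMH.2-, SCN.2-, LH- and PMd-like clusters moved by more than 1.5 times. The ARH.3-like cluster, at 18.9 CPM (11.4 to 29.6) of *Glp1r*, was made up of pituitary-like cells only.

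**Figure D3:**
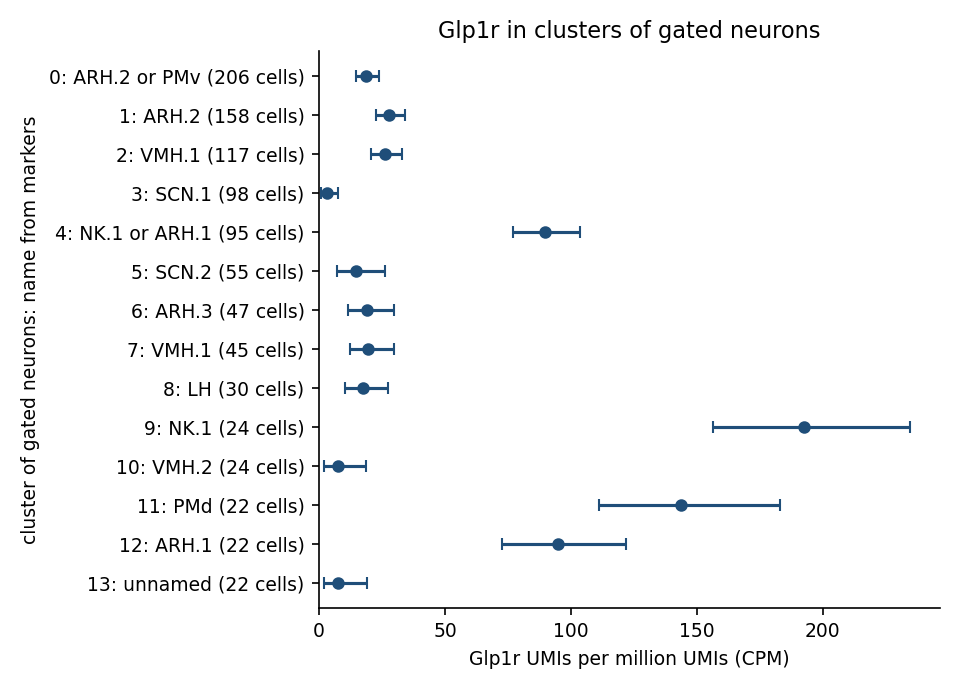
*Glp1r* in CPM in each cluster of gated *Glp1r* EYFP+ neurons, with the name from markers and the number of cells beside it; bars are exact Poisson 95% intervals. The NK.1-like and PMd-like clusters stand highest and the SCN.1-like cluster lowest.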

In addition to regional markers, the neuronal clusters were stratified by their relative enrichment for neurotransmitters and genes encoding secreted products and cell surface receptors (Fig 4C). All three ARH clusters were predominantly *Glp1r*^EYFP+^, with ARH.2 exhibiting the highest percentage of *Gipr*^EYFP+^ neurons (16%). 

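In the ARH.1-like cluster of *Glp1r* EYFP+ neurons, the glutamate transporter gene *Slc17a6* had a UMI in 16 cells, at 195 CPM (162 to 232), and the GABA transporter gene *Slc32a1* in none, which allows up to 4.67 CPM. In the ARH.2-like cluster *Slc32a1* alone had a UMI in 133 cells, *Slc17a6* alone in 1 and both in 12, with 388 CPM (368 to 409.6) of *Slc32a1* and 12.1 (8.70 to 16.3) of *Slc17a6*. In the NK.1- or ARH.1-like cluster, 30 cells carried *Slc17a6* alone, 53 *Slc32a1* alone and 6 both. In the ARH.2- or PMv-like cluster these were 139, 32 and 8. SMC-like cells, which should lack both genes, had *Slc17a6* in 2.31% (1.48 to 3.41) and *Slc32a1* in 0.385% (0.105 to 0.982) of cells at a median of 8332 UMIs, against 31168 in the ARH.1-like and 22188 in the ARH.2-like cluster.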

Expression of *Slc17a6* (encoding a vesicular transporter for glutamate) and *Slc32a1* (encoding GABA vesicular transporter) indicated that ARH.1 and ARH.2 were both hybrid glutamateric/GABAergic cell populations. 

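*Pnoc*, the prepronociceptin gene, was highest in the ARH.2-like cluster of *Glp1r* EYFP+ neurons, which was named from Supplementary Table 1, at 229.5 CPM (214 to 246), 10.5-fold (9.28 to 11.9) above the other gated cells, and gave 12.5 (5.38 to 24.5) in the ARH.1-like cluster. *Cartpt*, the gene of the feeding-related peptide CART, gave 5616 CPM (5434 to 5802) in the ARH.1-like cluster, 17.3-fold (16.6 to 18.0) above the other gated cells, 1703 (1647 to 1761) in the NK.1- or ARH.1-like cluster and 522 (499 to 547) in the ARH.2-like cluster. *Serpina3n*, a serine protease inhibitor gene, gave 436 CPM (386 to 490.2) in the ARH.1-like cluster, 16.6-fold (14.3 to 19.2) above the others, and 64.9 (56.7 to 74.0) in the ARH.2-like cluster.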

Enrichment of *Pnoc* (encoding prepronociceptin) expression distinguished ARH.1, with increased *Cartpt*/*Serpina3n* (encoding cocaine- and amphetamine-regulated transcript protein and the serine protease inhibitor A3N precursor, respectively) expression identifying ARH.2. 

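*Pomc*, the proopiomelanocortin gene on chromosome 12 from 4004944 to 4010642, made up 186029 CPM (185186 to 186875) of the ARH.3-like cluster of *Glp1r* EYFP+ cells, 337-fold (331 to 344) above the other gated cells. *Cga*, the gene of the common alpha subunit of pituitary glycoprotein hormones on chromosome 4 from 34893779 to 34907371, gave 23387 CPM (23089 to 23688) there, in 36.2% (22.7 to 51.5) of the cells at a median of 22521 UMIs. These UMIs came from 17 of the 47 cells. The larger VMH.1-like cluster had a *Cga* UMI in 38.5% (29.6 to 47.9) of cells at a median of 25217 UMIs, but at only 20.2 CPM (15.4 to 26.0). The level of *Cga*, not the share of cells with a UMI, thus sets the ARH.3-like cluster apart. The ARH.1-like cluster also held *Pomc*, at 13073 CPM (12795 to 13356), with *Cga* at 9.34 (3.43 to 20.3). The pituitary transcription factor genes *Pitx1* and *Tbx19* gave 121 and 69 UMIs in the ARH.3-like cluster, and *Slc32a1* none. SMC-like cells, which should lack *Pomc* and *Cga*, had *Pomc* at 65.0 CPM (59.9 to 70.5) and *Cga* at 6.80 (5.21 to 8.72), the latter in 5.87% (4.52 to 7.47) of the cells at a median of 8332 UMIs, and free RNA had 4086 and 655 CPM.

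**Figure D4:**
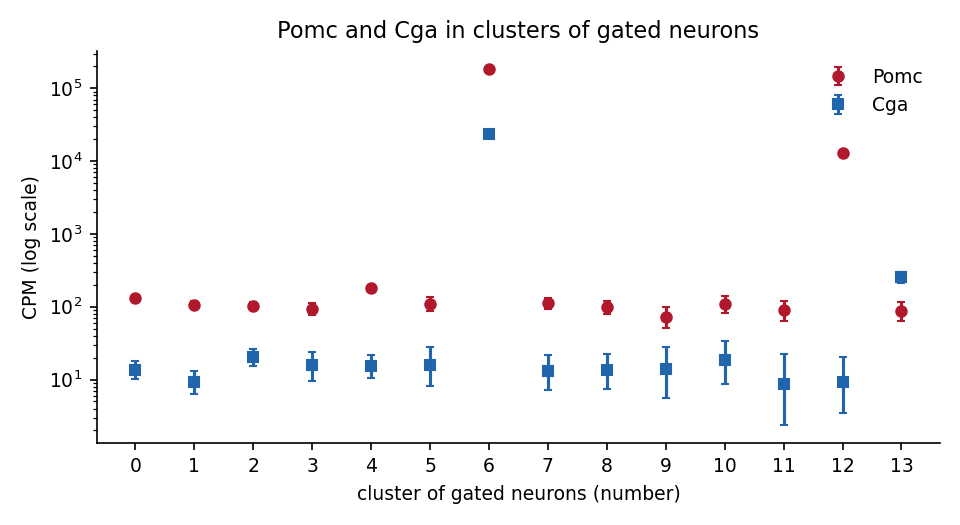
*Pomc* and *Cga* in CPM (log axis) in the clusters of gated *Glp1r* EYFP+ neurons, numbered by size; bars are exact Poisson 95% intervals. Cluster 6, the ARH.3-like cluster, is highest for both genes, and cluster 12, the ARH.1-like cluster, holds *Pomc* without a like level of *Cga*.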

ARH.3 was highly enriched for *Pomc* and *Cga*, (encoding proopiomelanocortin and the alpha subunit of the glycoprotein hormone family, respectively). Neurons in NK.1 were principally *Gipr*^EYFP+^, and express both *Slc17a6* and *Slc32a1*, with enriched expression of arginine vasopressin transcript (*Avp*).

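In the *Glp1r* EYFP+ neurons, the NK.1-like cluster held *Slc32a1* at 236 CPM (196 to 282) and *Slc17a6* at 1.97 (0.0498 to 11.0), with a UMI of *Slc32a1* alone in 21 cells and of both in 1. The NK.1- or ARH.1-like cluster held *Slc17a6* at 198 CPM (179 to 218) and *Slc32a1* at 133 (118 to 149.9). *Avp*, the vasopressin gene on chromosome 2 from 130422540 to 130424640, gave 37.4 CPM (22.5 to 58.3) in the NK.1-like and 26.6 (20.0 to 34.7) in the NK.1- or ARH.1-like cluster, near its 21.4 (18.5 to 24.6) in SMC-like cells, which should lack it. The SCN.2-like cluster held the most *Avp*, at 5982 CPM (5809 to 6158), followed by the SCN.1-like (2399 (2317 to 2484)) and the ARH.2- or PMv-like cluster (2067 (2021 to 2114)). In the ARH.2- or PMv-like cluster, *Avp* gave 98.4 CPM without the called doublets.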

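The glutamate transporter gene *Slc17a6* had a UMI in every cell of both VMH.1-like clusters and of the LH-like, PMd-like and VMH.2-like clusters of *Glp1r* EYFP+ neurons, at 699 CPM (669 to 729.9) and 768 (717 to 822) in the VMH.1-like, 957 (898 to 1018) in the LH-like, 764 (687 to 849) in the PMd-like and 695 (627 to 768) in the VMH.2-like clusters. *Slc32a1*, the GABA transporter gene, had no UMI in the LH-like and VMH.2-like clusters, which allows up to 2.89 and 5.50 CPM, and gave 0.336 (0.00851 to 1.87) CPM in the larger VMH.1-like cluster. The ARH.2- or PMv-like cluster held *Slc17a6* at 468 CPM (447 to 491) and *Slc32a1* at 74.3 (65.8 to 83.6).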

VMH.1, VMH.2, LH, PMd, and PMv were all principally glutamatergic (*Slc17a6*+). VHM.2 was composed of equal proportion of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ neurons, whereas the majority of VMH.1 neurons are *Glp1r*^EYFP+^. VMH.1 is enriched for prodynorphin transcript (*Pdyn*) and the cannabinoid receptor transcript, Cnr1, with VMH.2 expressing high levels of tachykinin precursor, *Tac1* and the alpha-2-adrenergic receptor, *Adra2a*. 

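*Pdyn*, the prodynorphin gene, gave 169 CPM (155 to 185) in the larger VMH.1-like cluster of *Glp1r* EYFP+ neurons, 4.87-fold (4.31 to 5.49) above the other gated cells, and 97.8 in the smaller one. *Cnr1*, the gene of the main brain cannabinoid receptor, gave 454 CPM (431 to 479) in the larger VMH.1-like cluster, 134 (113 to 158) in the smaller and 405 (354 to 462) in the VMH.2-like cluster. *Tac1*, the gene of substance P and neurokinin A, was 8.69-fold (8.03 to 9.40) higher in the VMH.2-like cluster than in the other gated cells, at 1443 CPM (1344 to 1547). *Adra2a*, an alpha-2-adrenergic receptor gene that couples to inhibitory G proteins, gave 78.8 CPM (57.1 to 106) in the VMH.2-like cluster and 17.8 (13.3 to 23.3) in the larger VMH.1-like cluster. *Pdyn* was also high in the ARH.1-like cluster (215 CPM (181 to 254)).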

Though not significantly enriched, the majority of neurons in the LH cluster expressed *Cck* (encoding cholecystokinin). 

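*Cck*, the cholecystokinin gene, had a UMI in 29 of 30 cells of the LH-like cluster of *Glp1r* EYFP+ neurons (96.7% (82.8 to 99.9)), at 927 CPM (869 to 987), 7.60-fold (7.04 to 8.19) above the other gated cells. SMC-like cells, which should lack *Cck*, had it in 2.69% (1.80 to 3.87) of cells, at a median depth of 8332 UMIs against 31874 in the LH-like cluster. The SCN.1-like cluster also held *Cck*, at 721 CPM (676 to 768). In the LH-like cluster *Lef1*, a transcription factor gene of Wnt signalling, had a UMI in 80% (61.4 to 92.3) of the cells (SMC-like cells 0.192%), *Gbx2*, a homeobox gene, in 30% (14.7 to 49.4) (SMC-like cells 0.0962%) and *Prkcd*, a protein kinase C gene, in 30% (14.7 to 49.4) (SMC-like cells 35.9%). Without weighting by depth, as the mean of each cell's CPM, *Prkcd* gave 96.7 CPM there.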

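In the PMd-like cluster of *Glp1r* EYFP+ neurons, *Nxph4*, the gene of the neuropeptide-like protein neurexophilin 4, was 31.1-fold (25.5 to 38.0) higher than in the other gated cells, at 383 CPM (329 to 444), with a UMI in 95.5% (77.2 to 99.9) of the cells. *Cck* had a UMI in all 22 of its cells, at 823 CPM (742 to 911), 5.56-fold (4.98 to 6.19) above the other gated cells. The ARH.2- or PMv-like cluster held *Nxph4* at 61.2 CPM (53.5 to 69.6), and SMC-like cells, which should lack it, had it in 0.481% (0.156 to 1.12) of cells at a median of 8332 UMIs against 19628 in the PMd-like cluster.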

The PMd cluster also expressed *Cck*, with a significant enrichment of neurexophilin4 (*Nxph4*). In contrast to PMd, PMv was principally *Gipr*^EYFP+^, and enriched for *Tac1* and the serotonin receptor, *Htr2c*.

The MTu, SCN.1, and SCN.2 clusters were GABAergic (*Scl32a1*+). Both SCN clusters were enriched for neuromedin S transcript (*Nms*). 

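Among the *Glp1r* EYFP+ neurons, *Slc32a1* alone had a UMI in 91 of 98 SCN.1-like cells and in 50 of 55 SCN.2-like cells, at 309 CPM (279.7 to 340.0) and 289 (252 to 329.8). *Slc17a6*, the glutamate transporter gene, gave 3.73 CPM (1.21 to 8.70) and 1.32 (0.0334 to 7.35) in these clusters, intervals that overlap that of SMC-like cells, 6.14 (4.64 to 7.98). No cluster of *Glp1r* EYFP+ neurons was named MTu.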

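*Nms*, the neuromedin S gene, was 17.0-fold (13.6 to 21.3) higher in the SCN.2-like cluster of *Glp1r* EYFP+ neurons and 15.9-fold (12.7 to 19.8) higher in the SCN.1-like cluster than in the other gated cells, at 177 CPM (148 to 209) and 133 (114 to 154). It had a UMI in 65.5% (51.4 to 77.8) of SCN.2-like and 59.2% (48.8 to 69.0) of SCN.1-like cells, and in 0.0962% (0.00243 to 0.535) of SMC-like cells, which should lack it, at median depths of 13461, 12830 and 8332 UMIs. *Vip*, the gene of vasoactive intestinal peptide, gave 6141 CPM (5966 to 6320.1) in the SCN.2-like and 71.6 (58.0 to 87.4) in the SCN.1-like cluster.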

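*Vipr2*, the gene of the VPAC2 receptor for vasoactive intestinal peptide, gave 221 CPM (197 to 248) in the SCN.1-like cluster of *Glp1r* EYFP+ neurons, in 94.9% (88.5 to 98.3) of the cells, and 67.3 (50.1 to 88.5) in the SCN.2-like cluster, in 52.7% (38.8 to 66.3). Against all other gated cells it was 37.1-fold (29.8 to 46.6) higher in the SCN.1-like cluster. The PMd-like cluster gave 45.7 CPM (28.3 to 69.9), and SMC-like cells 6.03 (4.54 to 7.85), in 4.81% (3.59 to 6.29) of cells at a median of 8332 UMIs.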

SCN.1 expressed higher levels of the vasoactive intestinal peptide receptor 2 (*Vipr2*), and demonstrated a relatively higher percentage of *Glp1r*^EYFP+^ neurons. MTu was 95% *Gipr*^EYFP+^, and was significantly enriched for somatostatin (*Sst*) and parathyroid hormone-like hormone (*Phtlh*) transcripts.

## 4 Discussion

Rich insight into the heterogeneity and identity of cells is afforded by single cell transcriptomic approaches, though limitations in sensitivity can be problematic for target cell populations identified by lowly expressed genes. Expression levels for *Gipr* and *Glp1r* are lower than for genes encoding neuropeptides and secreted hormones, presenting a barrier to mining existing transcriptomic datasets for cell types defined by either *Gipr* or *Glp1r* where their representation is either extremely low or not at single-cell resolution (Biglari et al., 2021; Lam et al., 2017). Through the use of transgenic mouse models, our approach enabled the purification and enrichment of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ populations, resulting in a dataset of over 14,000 cells.

While we have previously shown that *Gipr*^EYFP+^ cells of the hypothalamus are composed of both neuronal and non-neuronal cell types, our present analysis revels that *Glp1r*^EYFP+^ cells are similarly heterogeneous. In particular *Glp1r*^EYFP+^and *Gipr*^EYFP+^cells were found in a variety of vascular cell types. *Gipr*^EYFP+^cells localised to all observed vascular cell clusters, including pericytes, SMCs, VLMCs, and ECs. In contrast, *Glp1r*^EYFP+^ cells were found in VLMCs, ECs, SMCs, but not pericyte clusters. 

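*Vtn*, the vitronectin gene, gave 1023 CPM (984 to 1064) in the SMC- or pericyte-like cluster of *Glp1r* EYFP+ cells, 11.6-fold (10.7 to 12.5) above the other Acta2-high clusters, and 214 (197 to 232) in SMC-like cluster 1. *Higd1b*, a pericyte marker gene that encodes a mitochondrial protein, gave 746 CPM (713 to 781) there, 6.11-fold (5.67 to 6.59) above the others, and *Pdgfrb*, the gene of the PDGF receptor of mural cells, 395 (371 to 421), 3.93-fold (3.59 to 4.31) above them. All 5 pericyte genes lay above the other Acta2-high clusters in this cluster and all 6 smooth muscle genes below them. Smooth muscle genes took 4.54% of its UMIs, against 7.65% in SMC-like cells and 0.0770% in neurons.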

Pericytes have wide-ranging effects on the cerebrovasculature, from modulating endothelial transcytosis and the polarization of astrocyte end-feet, to regulating neuroinflammatory responses, cerebral blood flow and the integrity of the vascular basement membrane (Armulik et al., 2010; Hall et al., 2014; Török et al., 2021; Vanlandewijck et al., 2018). Additionally, gene ontology analysis has previously shown that genes encoding transmembrane transporters are organotypic for brain pericytes over pericyte cells isolated from peripheral regions, suggesting that pericytes of the brain are directly involved in molecular transport at the blood brain barrier (BBB) (Vanlandewijck et al., 2018). Whether acute manipulation of pericyte activity via GIPR engagement affects the transport and uptake of nutrients, peptides, and other regulatory factors from the periphery across the BBB should be investigated.

The absence of *Glp1r*^EYFP+^ pericytes is likely due to the arteriovenous zonation of pericytes, which are transcriptomically more similar to venous SMCs (Vanlandewijck et al., 2018). This is supported by the observation that the *Glp1r*^EYFP+^ SMCs express higher levels of arterial gene markers, and appear transcriptomically distinct from the *Gipr*^EYFP+^ SMCs, which instead express higher levels of venous gene markers. This is further supported by the increased expression of arterial endothelial cell markers in the *Glp1r*^EYFP+^vascular cells compared to *Gipr*^EYFP+^vascular cells. These data suggest that GLP-1 may signal principally through arterial cells whereas GIP may target venous cells of the cerebrovasculature.

*Glp1r* has previously been shown to be expressed in vascular smooth muscle cells of large and small arteries in the periphery (Richards et al., 2014). Systemic administration of GLP-1RAs has been demonstrated to protect brain tissue from ischaemia-induced damage, supporting a role for GLP-1R engagement in modulating perfusion of brain tissue (Hakon et al., 2015). While these protective effects of GLP-1RAs may be attributable to engagement of GLP-1R in the carotid body (Pauza et al., 2022), in acute brain slices, application of a short-acting GLP-1RA had a strong dilatory effect on cortical arterioles and GLP-1R agonism elicited increased cerebral blood flow *in vivo*, indicating that direct GLP-1R engagement at the level of the cerebrovasculature may also be important for regulating brain tissue perfusion and oxygenation (Nizari et al., 2021). Given that the majority of *Gipr*^EYFP+^ cells in the hypothalamus express markers for vascular cells, GIPR activation may also modulate cerebral blood flow. Though exogenous GIP infusion has previously been reported to increase blood flow in the periphery in adipose tissue (Asmar et al., 2016; Asmar et al., 2017), effects of GIPR agonism on brain perfusion are yet to be demonstrated.

All oligodendrocyte clusters in our data were predominantly composed of *Gipr*^EYFP+^ cells. Expression of *Gipr* transcript has been previously reported in oligodendrocytes from both the hypothalamus and the dorsal vagal complex (Dowsett et al., 2021; Kohnke et al., 2021). Oligodendrocytes are acutely sensitive to changes in nutritional signals, with fasting triggering their rapid proliferation and differentiation (Kohnke, S Cell Rep, 2021). In the hindbrain, oligodendrocyte remodelling in response to fasting was driven by changes in *Tcf7l2* expression (Dowsett et al., 2021). Whether GIPR agonism induces transcriptional changes and elicits cell differentiation in oligodendrocytes elicits is currently unknown and warrants further exploration.

The majority of oligodendrocytes in our data expressed markers indicative of mature and myelinating oligodendrocytes. It is important to note that the tissue samples from which our data were collected were isolated from young mice (four to six weeks in age), potentially before myelination is complete. 

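In the oligodendrocyte-like *Glp1r* EYFP+ cells, *Cspg4*, the gene of the precursor proteoglycan NG2, and *Gpr17*, a receptor gene of committed precursors, gave 0 UMIs each, which allows up to 10.7 CPM. The precursor gene *Ptprz1* gave 71.3 CPM (43.6 to 110.2) in 8.57% (1.80 to 23.1) of these cells, against 54.0 CPM in free RNA. The level in free RNA is not the background expected in these cells. Smooth muscle genes took 0.0378% of their UMIs, against 2.09% in free RNA. Of the 4 measured precursor genes, none lay above the other *Glp1r* EYFP+ cells.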

Whether the relative representation of oligodendrocyte precursor cells verses mature oligodendrocytes expressing incretin receptors changes with maturity should be evaluated.

In this study we find that a small population of astrocytes express *Glp1r*. 

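*Glp1r* gave 1 UMI in the astrocyte-like *Glp1r* EYFP+ cells, 3.25 CPM (0.0824 to 18.1), in 1.28% (0.0325 to 6.94) of the cells at a median of 3428 UMIs. The astrocyte genes *Slc1a3*, which encodes a glutamate transporter, and *Agt*, both among the markers that named the cluster, gave 1998 CPM (1843 to 2162) and 2063 (1906 to 2230.1). *Acta2*, a smooth muscle gene, gave 5089 CPM (4840.1 to 5348) in this cluster and 291 CPM once its 9 called doublets were left out.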

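In the astrocyte-like *Glp1r* EYFP+ cells, *Aqp4*, the aquaporin 4 gene on chromosome 18 from 15522451 to 15544039, gave 888 CPM (786 to 1000.2) and *Gfap*, the gene of the glial intermediate filament on chromosome 11 from 102778159 to 102791738, 29.3 (13.4 to 55.6). Of the 78 cells, 63 had a UMI of *Aqp4* without *Gfap*, 7 of both, 0 of *Gfap* without *Aqp4* and 8 of neither. Neurons, which should lack both genes, had *Aqp4* in 0.585% (0.190 to 1.36) and *Gfap* in 0.234% (0.0284 to 0.843) of cells at a median of 20689 UMIs, against 3428 in astrocyte-like cells. *Aqp4* was among the genes that named the cluster.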

While these astrocytes demonstrate low *Gfap* expression, they instead express *Aqp4*, a universal marker for astrocytes encoding the water channel, aquaporin 4 that is located on astrocyte vascular end-feet (Zeisel et al., 2018). The fact that incretin receptor-expressing astrocytes are low in *Gfap* suggests that they are parenchymal protoplasmic astrocytes, rather than fibrous astrocytes known for their high levels of *Gfap* expression (Zeisel et al., 2018). A role for *Glp1r* in glial and astrocyte biology is supported by studies examining GLP-1R pharmacology in these cell types (Cui et al., 2022). Specifically, in calcium imaging studies one third of astrocytes in the dorsal vagal complex were responsive to GLP-1R agonism, and pharmacological blockade of astrocytes in the NTS attenuated GLP-1RA-dependent anorexia (Reiner et al., 2016). Due to their relative low abundance, it is likely that incretin receptor-expressing astrocytes work in conjunction with other *Gipr* and *Glp1r* expressing cell types to mediate changes in energy balance following pharmacological activation.

We were able to identify *Gipr*^EYFP+^and *Glp1r*^EYFP+^neuronal cells originating from discrete hypothalamic nuclei through mapping transcriptomic cluster signatures to ISH references. Localisation of Glp1r+ neurons to the ARH, VMH, LH, SCN and premammillary nuclei is in good agreement with previous immunohistochemical studies (Cork et al., 2015; Jensen et al., 2018). Of note, no *Gipr*^EYFP+^ or *Glp1r*^EYFP+^ clusters were mapped to the paraventricular hypothalamus (PVH) or dorsomedial hypothalamus (DMH). Previous immunohistochemistry studies indicate that *Gipr*+ and *Glp1r*+ neurons are present in these nuclei (Adriaenssens et al., 2019; Cork et al., 2015). The cluster, NK.1 may represent cells from the PVH or DMH, though the transcriptional markers for this cluster largely failed to specifically map this cluster. Our data build on previous immunohistochemical studies through Identifying key neuropeptide and cell surface identifiers for *Glp1r*^EYFP+^ and *Gipr*^EYFP+^ clusters, enriching our knowledge of factors that distinguish *Glp1r*- and *Gipr*-expressing cells residing in separate hypothalamic nuclei.

### 4.1 Limitations of Study

Our study relies on a transgenic approach where *Glp1r*- and *Gipr*-expressing cells have been labelled with an endogenous fluorescent reporter using *Glp1r*-Cre and *Gipr*-Cre mice, respectively. Transgenic Cre drivers can result in aberrant Cre expression or lineage tracing artefacts. Additionally, mRNA expression does not always mirror protein translation, which has been demonstrated for GLP-1R in pancreatic delta cells where *Glp1r* transcript was detected, but did not correlate with GLP-1R protein levels as measured using antibody staining (Gray et al., 2020). Recently, however Jensen *et al* described a specific GLP-1R monoclonal antibody (mAb) for immunohistochemical (IHC) analysis of mouse brain tissue. In this study the authors compared the distribution of GLP-1R mAb staining to a report by Cork *et al* where the *Glp1r*^EYFP^ mouse model we present here was used to map Cre-dependent EYFP expression in mouse brain (Cork et al., 2015; Jensen et al., 2018). Jensen *et al* reported strong correlation between GLP-1R monoclonal antibody staining with *Glp1r*-Cre-dependent EYFP staining. Importantly, no regions that were positive for *Glp1r*-Cre-dependent EYFP staining were found to be negative for GLP-1R mAb staining (Jensen et al., 2018). At present, no GIPR antibodies have been validated for use in IHC in whole tissue. The *Gipr*-Cre model used in this study is a knock-in Cre, which is less likely to result in aberrant Cre expression compared to transgenic models using randomly integrated constructs. While we cannot exclude that some cells may report Cre activity in the absence of active *Gipr* transcription, in our previous work we confirmed that *Gipr*-Cre-dependent EYFP expression in the hypothalamus corroborated the detection of *Gipr* mRNA using single molecule fluorescent *in situ* hybridization (Adriaenssens et al., 2019). Future studies should further confirm the anatomical phenotyping provided in this report using cell type-specific smFISH markers and functional assays measuring GIPR and GLP-1R activity.

The *Glp1r*-Cre model used in this report employs a strategy relying on the integration of a bacterial artificial chromosome (BAC) (Richards et al., 2014). Two additional transgenic *Glp1r*-Cre mouse lines have since been created, both relying on a knock-in approach to introduce Cre-recombinase expression under the control of the *Glp1r* promotor (Andersen et al., 2021; Williams et al., 2016). Discrepancy in peripheral cell types labelled by the knock-in versus the BAC approach has been reported, with pancreatic acinar cells labelled by a knock-in model whereas no exocrine pancreatic cells were labelled using the BAC model (Andersen et al., 2021; Richards et al., 2014). While this divergence may reflect the low expression level of *Glp1r* in exocrine tissue, ideally similar studies to those presented in this work should be performed using a *Glp1r*-Cre knock-in model to explore whether discordance exists at the transcript level in brain cells expressing *Glp1r*.

### 4.2 Summary

Here we provide transcriptomic molecular identification of neuronal and non-neuronal cells in the hypothalamus that express receptors for the incretin hormones, GIP and GLP-1. This census of cell types expressing *Glp1r*^EYFP+^and *Gipr*^EYFP+^ will be an important resource for understanding the molecular fingerprint of these cells, and provides insight for future functional studies.

## Supplementary Material

Supplementary Figures

## Figures and Tables

**Figure 1:**
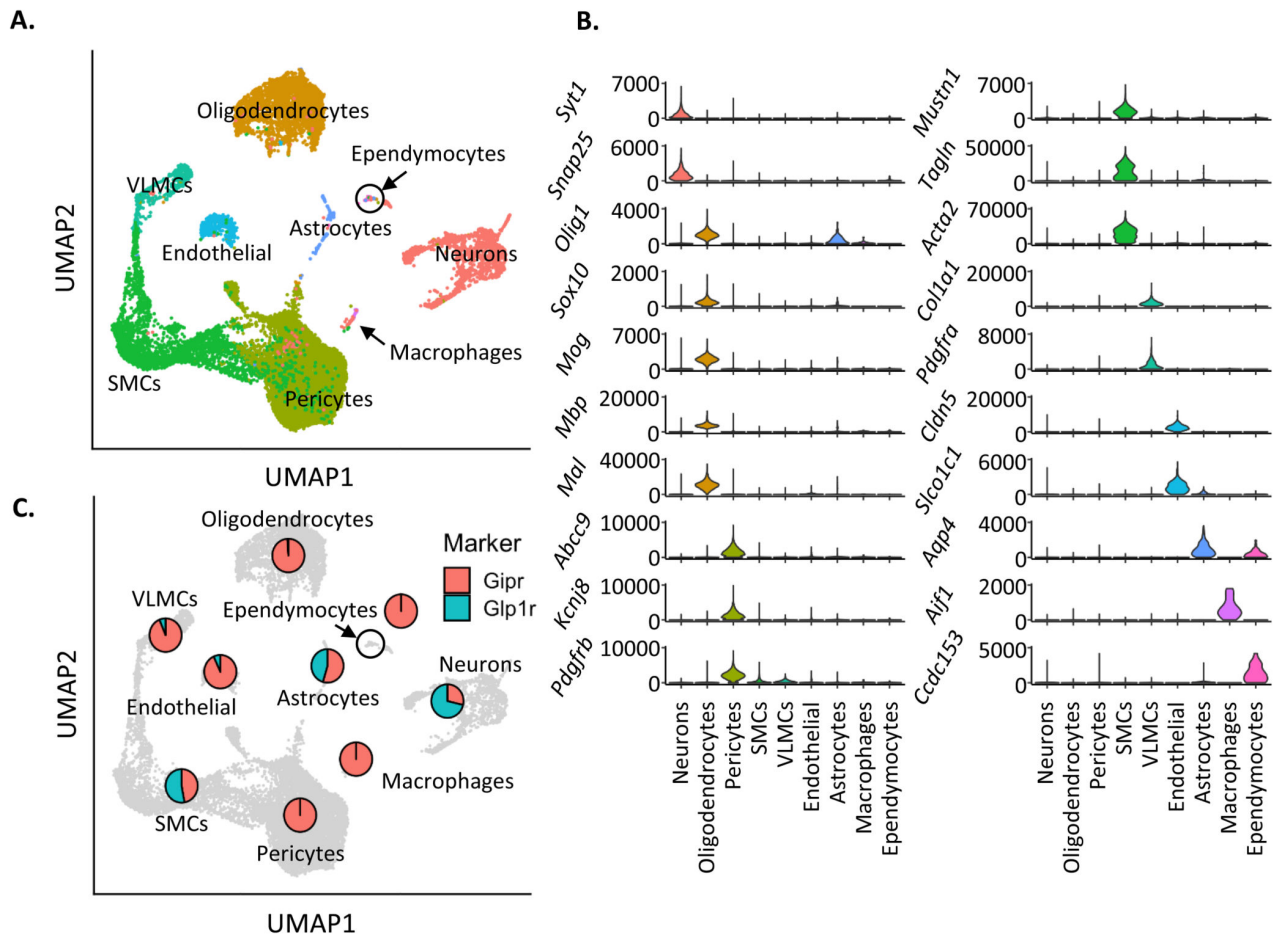
Transcriptomic characterisation of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ hypothalamic cells. (A) UMAP of the integrated *Gipr^EYFP^* and *Glp1r*^EYFP^ datasets, labelled for cell types identified during clustering of individual datasets. (B) Violin plots of marker gene expression per labelled cell type, plotting in counts per million (CPM). (C) UMAP of the integrated dataset, overlaid with pie charts representing proportion of *Gipr*^EYFP^ (red) and *Glp1r*^EYFP^ (teal) cells present in each cell type.

**Figure 2:**
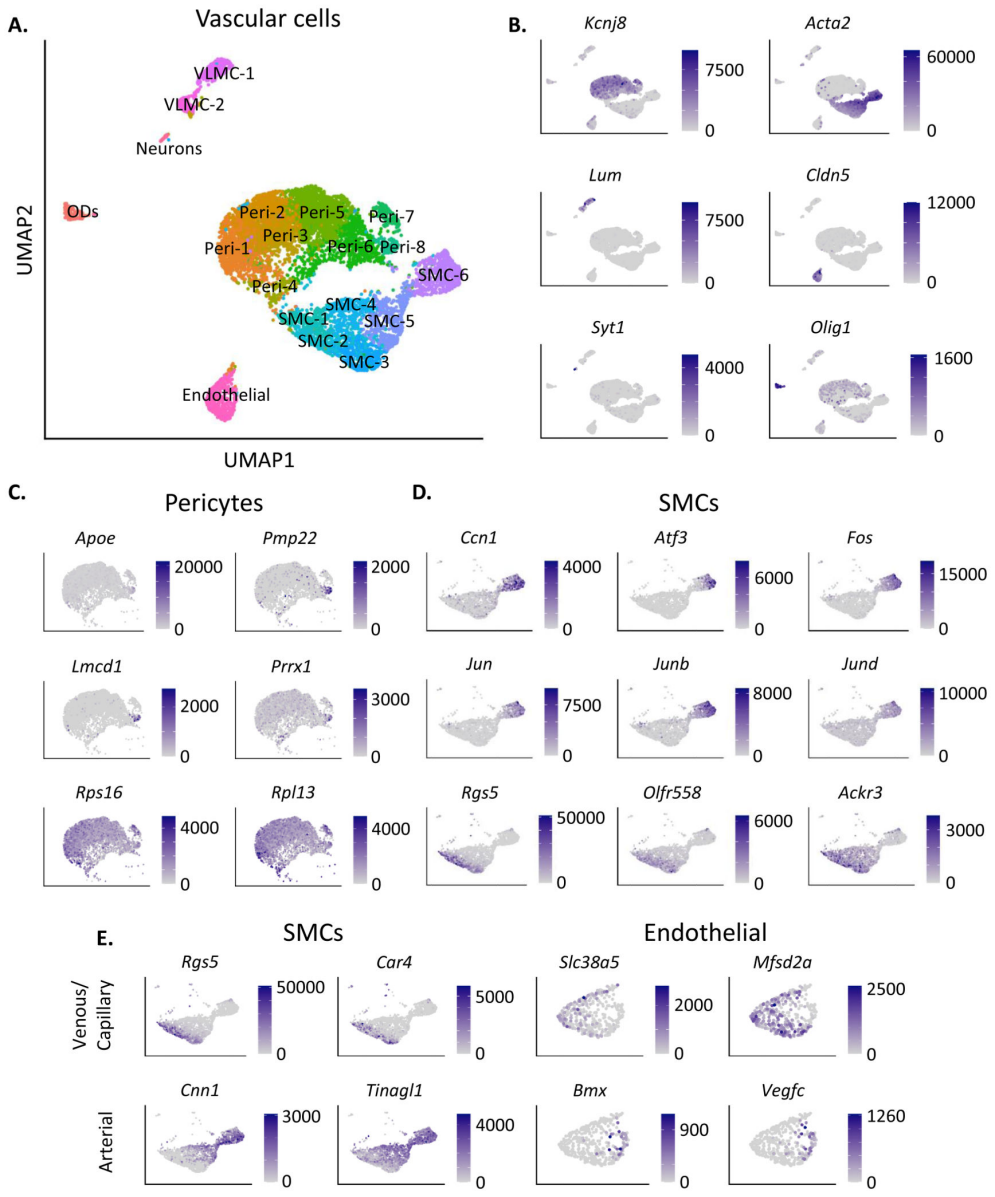
Comparative analysis of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ vascular cells. (A) UMAP of the vascular cells, selected using known cell type marker genes. (B) Gene expression of each cell type represented in the UMAP, including pericytes (*Kcnj8*), smooth muscle cells (SMCs; *Acta2*), vascular leptomeningeal cells (VLMCs; *Lum*), endothelial cells (*Cldn5*), neurons (*Syt1*) and oligodendrocytes (ODs; *Olig1*). (C) Gene expression of significantly differentially expressed (DE) genes in cluster Peri-8 compared to all other pericyte clusters (*Apoe*, *Pmp22*, *Lmcd1*, *Prrx1*), and DE genes between Peri-1,4 compared to Peri-5,6 (*Rps16*, *Rpl13*). (D) Gene expression of significantly differentially expressed (DE) genes in cluster SMC-6 (*Ccn1*, *Atf3*, *Fos*, *Jun*, *Junb*, *Jund*), and DE genes between SMC-1,2,3 compared to SMC-6. (E) Gene expression of marker genes for venous SMCs (*Rgs5*, *Car4*), arterial SMCs (*Cnn1*, *Tinagl1*), venous endothelial cells (*Scl38a5*, *Mfsd2a*), and arterial endothelial cells (*Bmx*, *Vegfc*). Gene expression is plotted in counts per million (CPM) in all plots.

**Figure 3:**
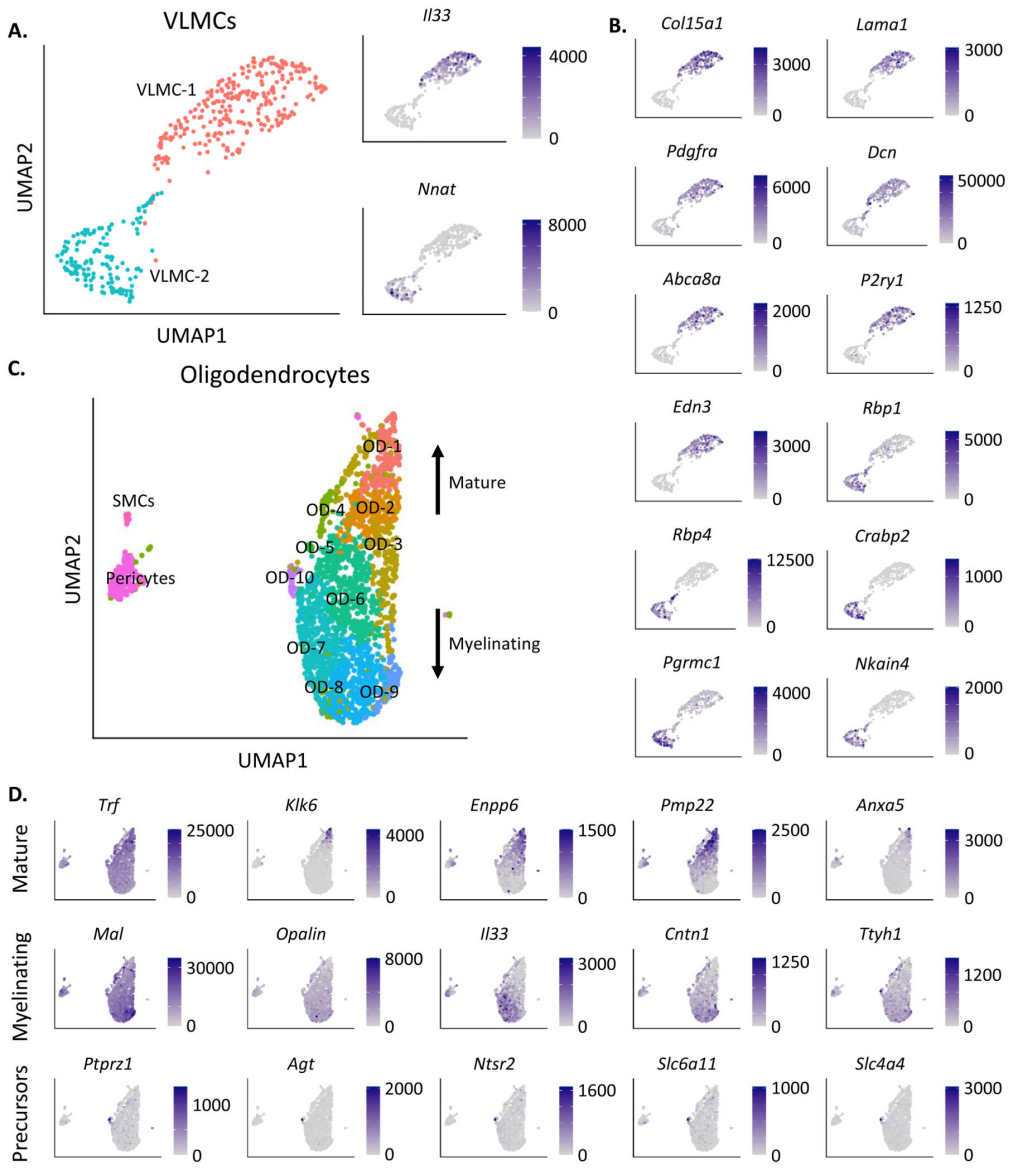
Transcriptomic characterisation of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ VLMC and oligodentroctye cells. (A) On the left, a UMAP of the VLMCs, labelled for the two detected clusters: VLMC-1 and VLMC-2. On the right, gene expression of two known markers for different types of VLMC, *Il33* and *Nnat*. (B) Gene expression of significantly differentially expressed (DE) genes enriched in cluster VLMC-1 (*Col15a1*, *Lama1*, *Pdgfra*, *Dcn*, *Abca8a*, *P2ry1*, *Edn3*) or VLMC-2 (*Rbp1*, *Rbp4*, *Crabp2*, *Pgrmc1*, *Nkain4*) relative to one another. (C) UMAP of oligodendrocytes (ODs), selected using known OD marker genes. Arrows annotate that OD maturity increased upwards from OD-9 to OD-1. (D) Gene expression of significantly differentially expressed (DE) genes enriched in OD-1,2 compared to OD-7,8,9 (*Trf*, *Klk6*, *Enpp6*, *Pmp22*, *Anxa5*), enriched in OD-7,8,9 compared to OD-1,2 (*Mal*, *Opalin*, *Il33*, *Cntn1*, *Ttyh1*), and DE genes in cluster OD-10 compared to all other OD clusters (*Ptprz1*, *Agt*, *Ntsr2*, *Slc6a11*, *Slc4a4*). Gene expression is plotted in counts per million (CPM) in all plots.

**Figure 4:**
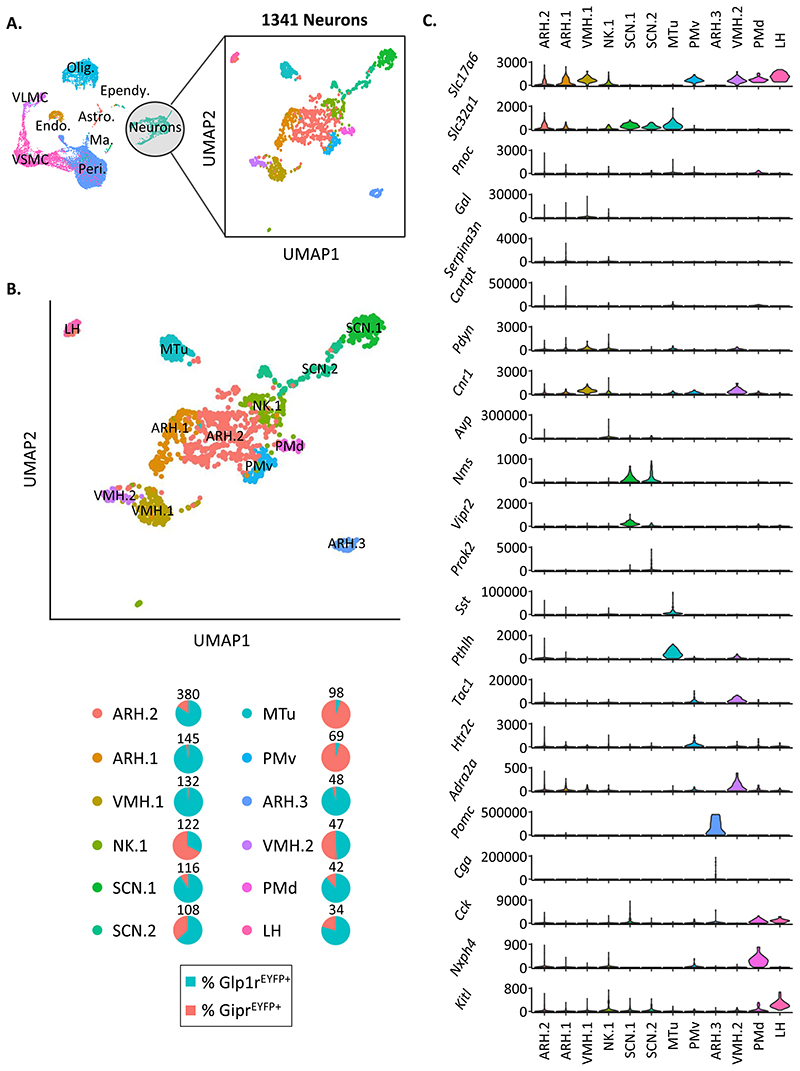
Characterisation of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ neurons. A) Neurons were subsetted based on positive expression of *Syt1* and *Snap25*. Cells expressing high levels of *Mustn1*, *Acta2*, or *Mal* were excluded, yielding 1341 *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ neurons for downstream analysis. B) UMAP showing 12 separate clusters of *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ neurons following dimensionality reduction and unsupervised clustering. Cluster-specific markers were identified using negative binomial regression analysis (see Table 1). The top 15 cluster-specific markers were cross-referenced with published brain region-specific transcriptional markers and the Allan Brain Atlas for region-specific mapping of clusters (see Supplementary Fig 5). Percentages of neurons from either *Gipr*^EYFP+^ or *Glp1r*^EYFP+^ neurons for each cluster are represented in pie charts. Total cell number per cluster is expressed at the top of each pie chart. C. Violin plots of neurotransmitters, secreted products, and cell surface receptors enriched in each neuronal cluster as determined by negative binomial regression analysis. Data are plotted in counts per million (CPM). ARH: arcuate hypothalamic nucleus, VMH: ventromedial hypothalamic nucleus, SCN: suprachiasmatic nucleus, LH: lateral hypothalamic nucleus, PM: premammillary nucleus, MTu: medial tuberal nucleus.

## Data Availability

The data are available from the NCBI Gene Expression Omnibus accession GSE199301.

## Abbreviations

ARH: arcuate hypothalamic nucleus
VMH: ventromedial hypothalamic nucleus
SCN: suprachiasmatic nucleus
LH: lateral hypothalamic nucleus
PM: premammillary nucleus
MTu: medial tuberal nucleus
GLP-1: glucagon-like peptide-1
GLP-1R: Glucagon-like peptide-1 receptor
GIP: Glucose-dependent insulinotropic polypeptide
GIPR: Glucose-dependent insulinotropic polypeptide receptor

# Supplementary material for: A comparative transcriptomic analysis of Glucagon-like peptide-1 receptor- and Glucose-dependent insulinotropic polypeptide receptor-expressing cells in the hypothalamus
**Source:** Appetite. Author manuscript; Available in PMC 2023 Mar 28.
**Supplement:** Supplementary Figures

717 **Supplementary Figure 1.** Datasets included for transcriptomic analysis of *Gipr*^{EYFP+} and *Glp1r*^{EYFP+}
718 hypothalamic cells (A) Cell type labelling of UMAPs per dataset (from left to right: *Gipr*^{EYFP} female 1,
719 *Gipr*^{EYFP} female 2, *Gipr*^{EYFP} male, *Glp1r*^{EYFP} male). Violin plots of gene expression for marker genes per
720 cell type detected in each dataset. Gene expression is plotted in counts per million (CPM).

721 **Supplementary Figure 2:** Feature plots highlighting cells expressing *Glp1r*, *Gipr*, or *EYFP*. A-C. Cells
722 that express > 0 transcript counts for (A) *Gipr*, (B) *Glp1r*, (C) *EYFP* are highlighted in blue. D. UMAP
723 plot designating cell type clusters. (E) UMAP of the integrated dataset, overlaid with pie charts
724 representing size-adjusted proportion of *Gipr*^{EYFP} (red) and *Glp1r*^{EYFP} (teal) cells present in each cell
725 type, based on increasing the contribution from *Glp1r*^{EYFP} by more than 4-fold (= 11,351/2,740).

726 **Supplementary Figure 3.** Differential expression analysis of *Gipr*^{EYFP+} and *Glp1r*^{EYFP+} SMC and
727 endothelial cells. (A) Gene expression of *Xist* in vascular cluster Peri-7. (B) Gene expression of
728 differentially expressed (DE) genes between clusters of smooth muscle cells (SMCs), split by dataset
729 marker (*Gipr* or *Glp1r*). * = p-adj<0.05. (C) Gene expression of marker genes for venous (*Rgs5*, *Car4*),
730 arterial (*Cnn1*, *Tinagl1*) and arteriole SMCs (*Cd93*, *Nanos1*), split by dataset marker (*Gipr* or *Glp1r*). *
731 = p-adj<0.05. (D) UMAP of vascular cells, labelled for dataset. (E) Gene expression of marker genes
732 for venous (*Bmx*, *Vegfc*, *Gkn3*) and arterial endothelial cells (*Mfsd2a*, *lvns1abp*, *Slc16a1*), split by
733 dataset marker (*Gipr* or *Glp1r*). * = p-adj<0.05. Gene expression plotted in counts per million (CPM)
734 for all plots.

735 **Supplementary Figure 4.** Differential expression analysis of *Gipr*^{EYFP+} and *Glp1r*^{EYFP+} VLMC cells. (A)
736 Gene expression of differentially expressed (DE) genes between clusters of VLMCs, split by dataset
737 marker (*Gipr* or *Glp1r*). * = p-adj<0.05. Gene expression plotted in counts per million (CPM). (B)
738 UMAP of the VLMCs, overlaid with pie charts representing proportion of *Gipr*^{EYFP} (red) and *Glp1r*^{EYFP}
739 (teal) cells present in each cell type. (C) UMAP of oligodendrocytes, labelled for dataset marker (*Gipr*
740 or *Glp1r*).

741 **Supplementary Figure 5:** Regional markers used for neuronal cluster identification. Cluster-specific
742 markers were identified using negative binomial regression analysis (see Table 1), compared to
743 published brain region-specific transcriptional markers, and mapped to specific hypothalamic nuclei
744 using the Allan Brain Atlas. Feature plots show selected cluster marker expression are shown on left.

745 Data are expressed in CPM. Representative ISH images form the Allan Brain Atlas for each cluster are
746 shown on right.

747 **Supplementary Table 1:** Top 15 Neuronal cluster markers. Cluster markers were determined using
748 negative binomial regression analysis. The top 15 markers per neuronal cluster are listed.

Supp Fig 1

Gipr-Cre x EYFP

Glp1r-Cre x EYFP

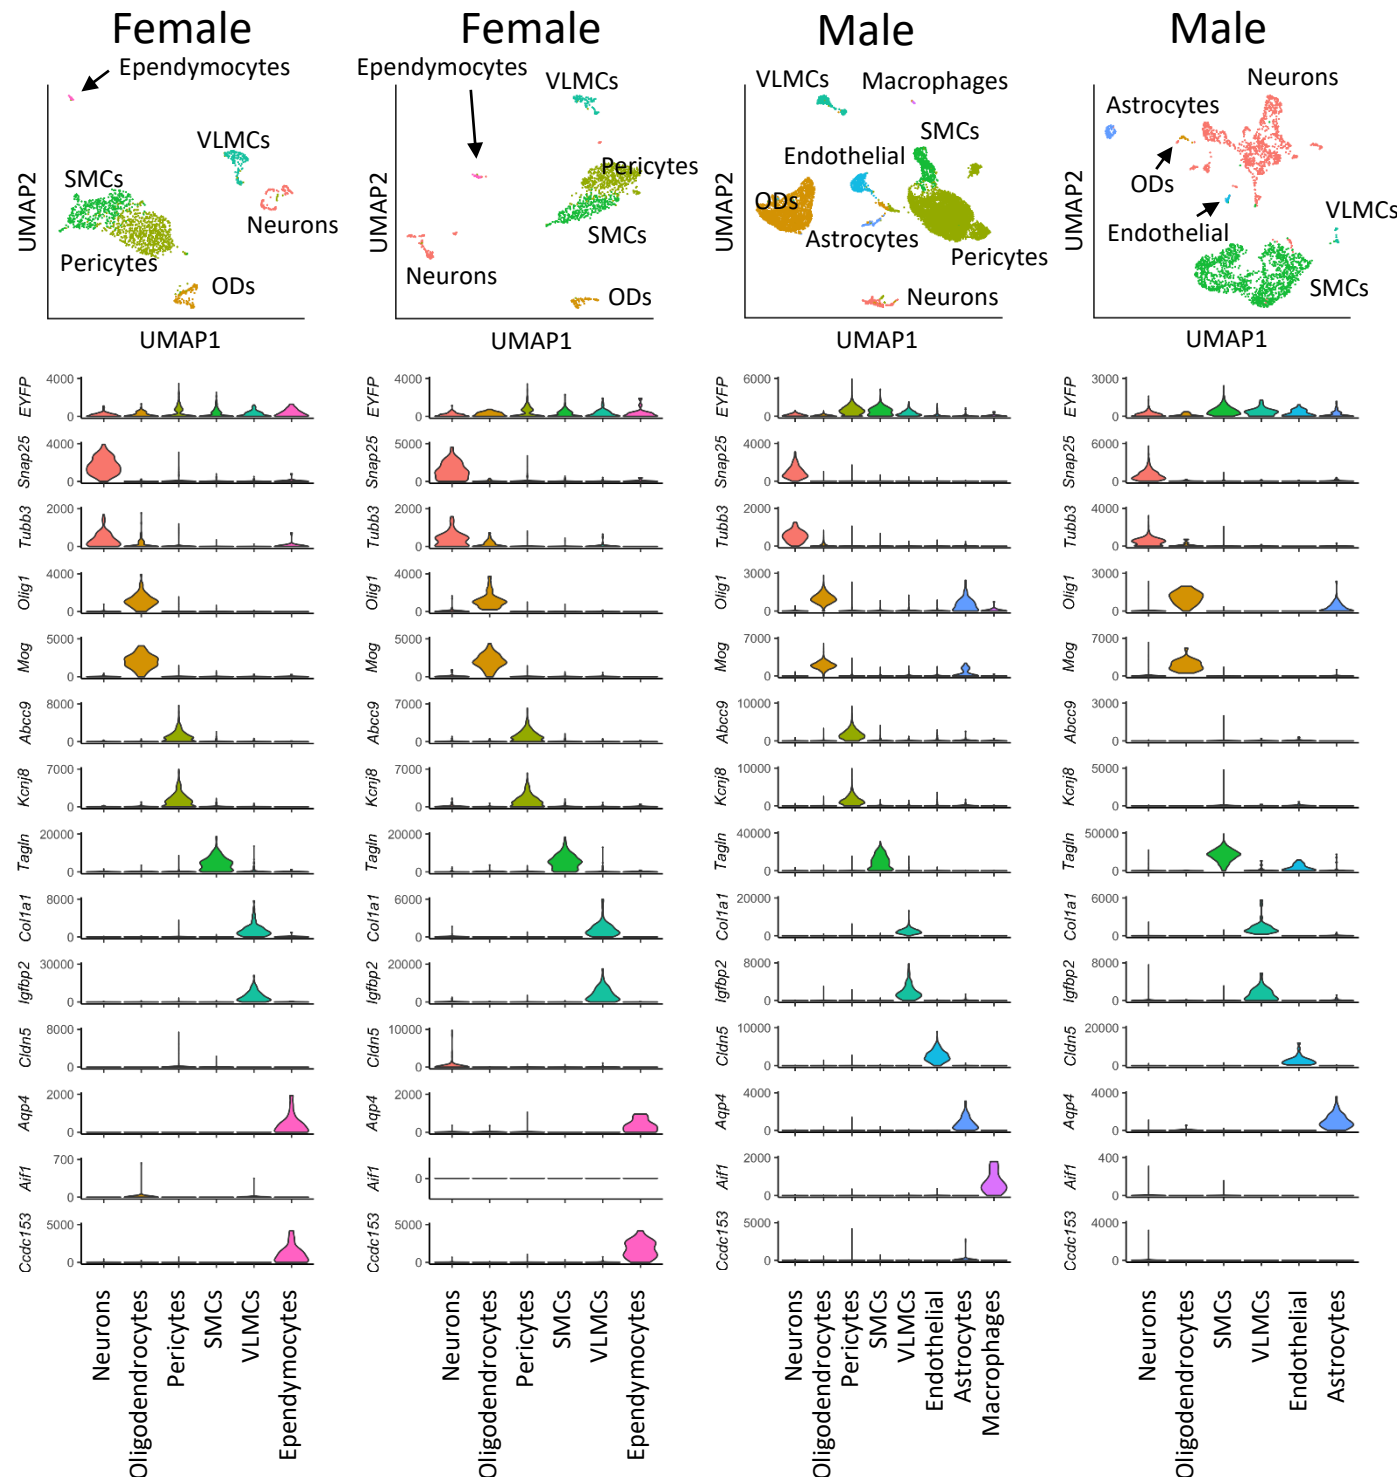

Supp Fig 2

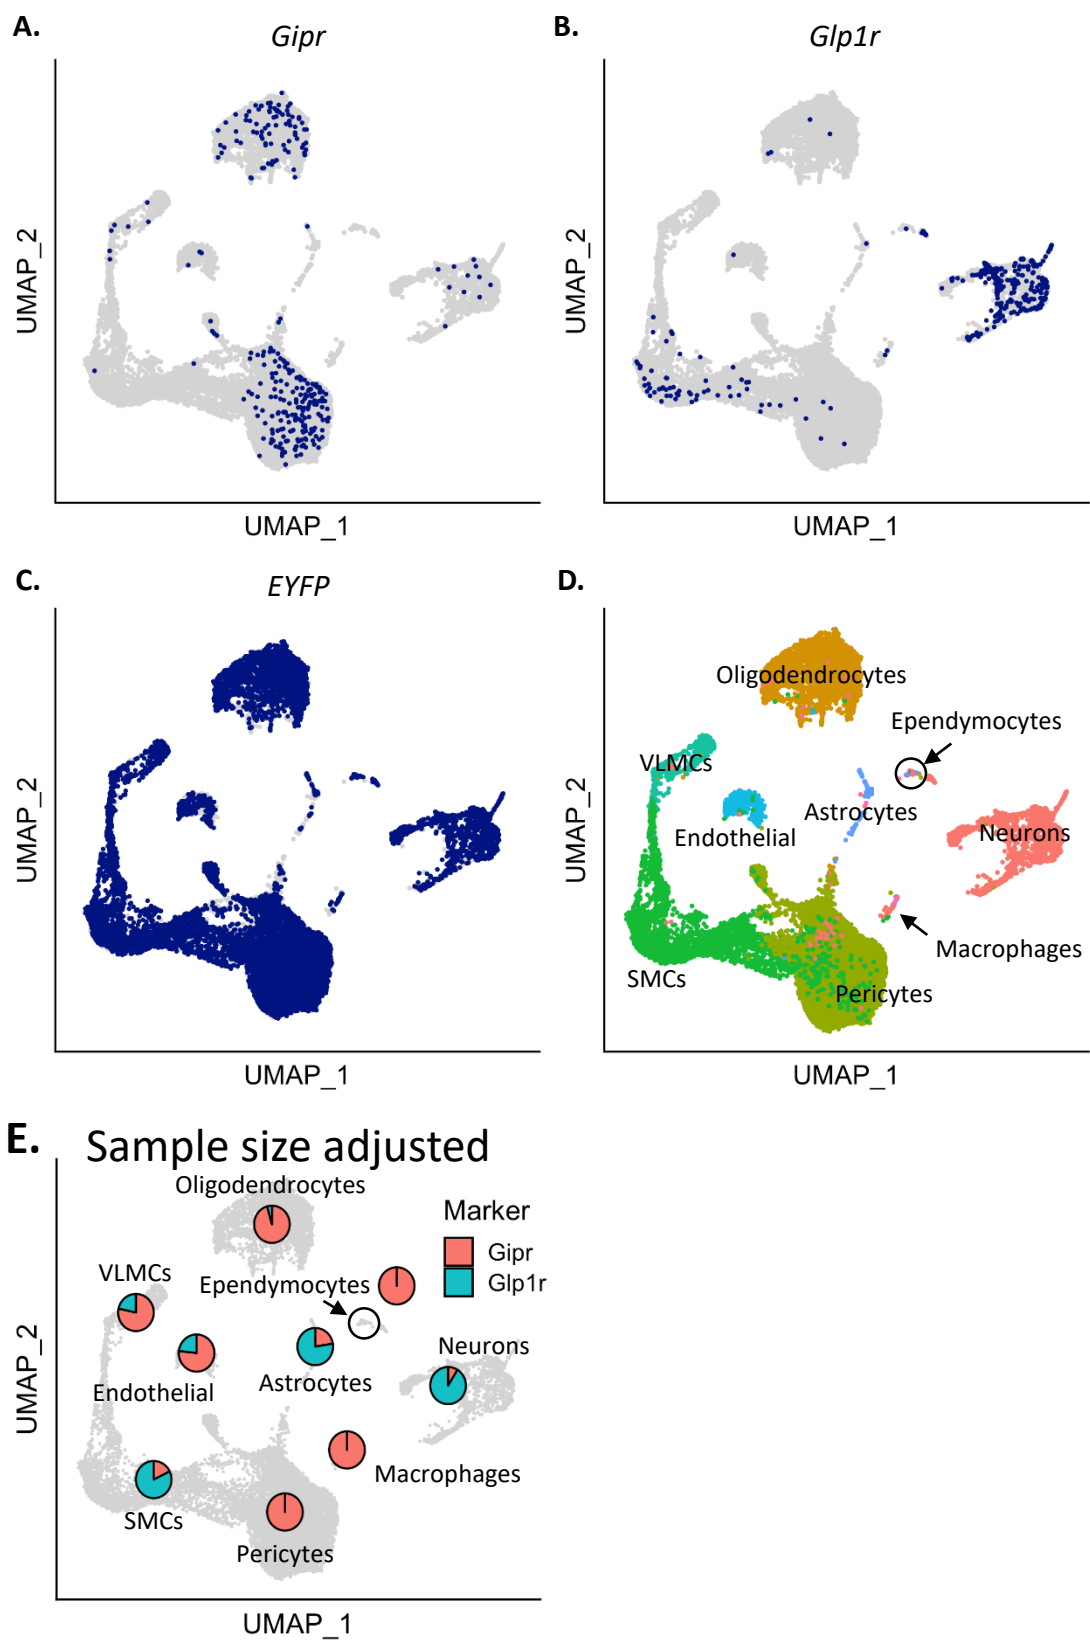

Supp Fig 3

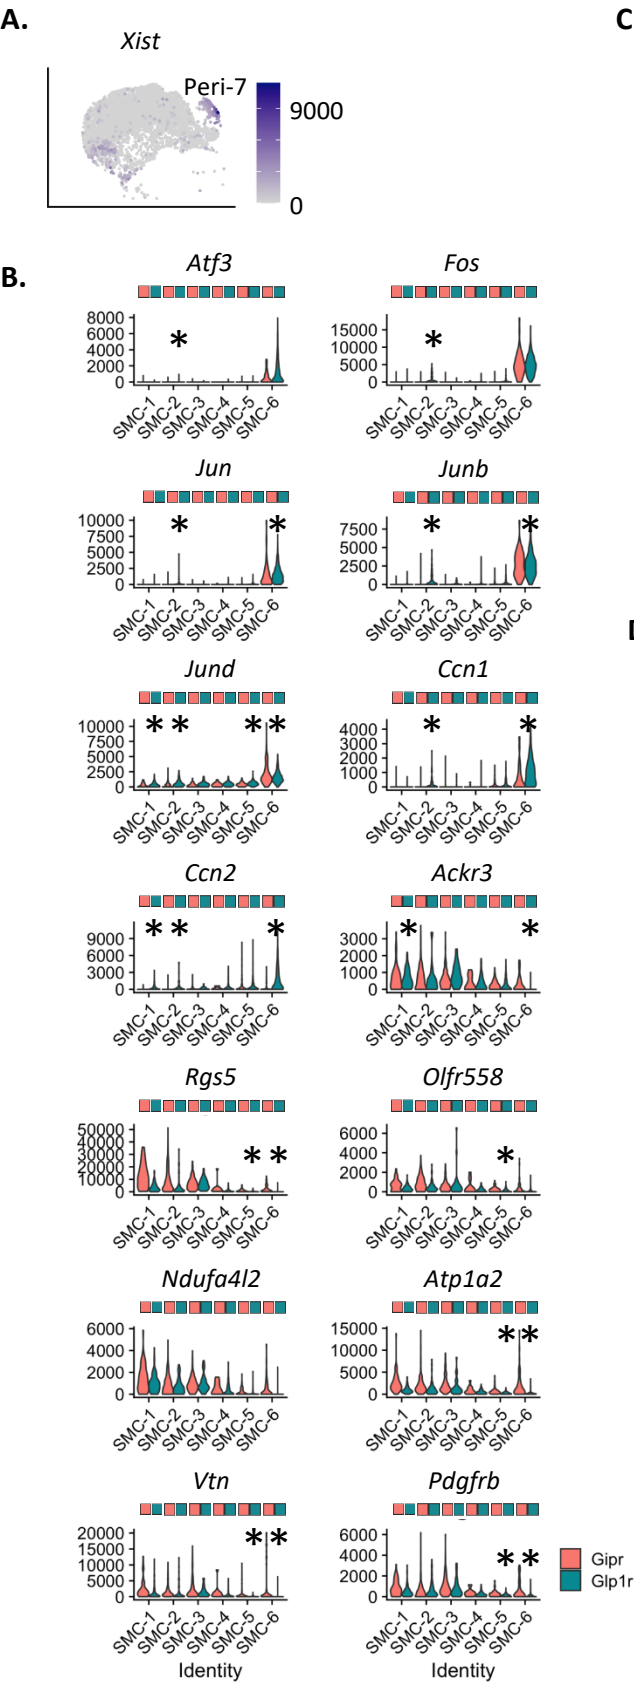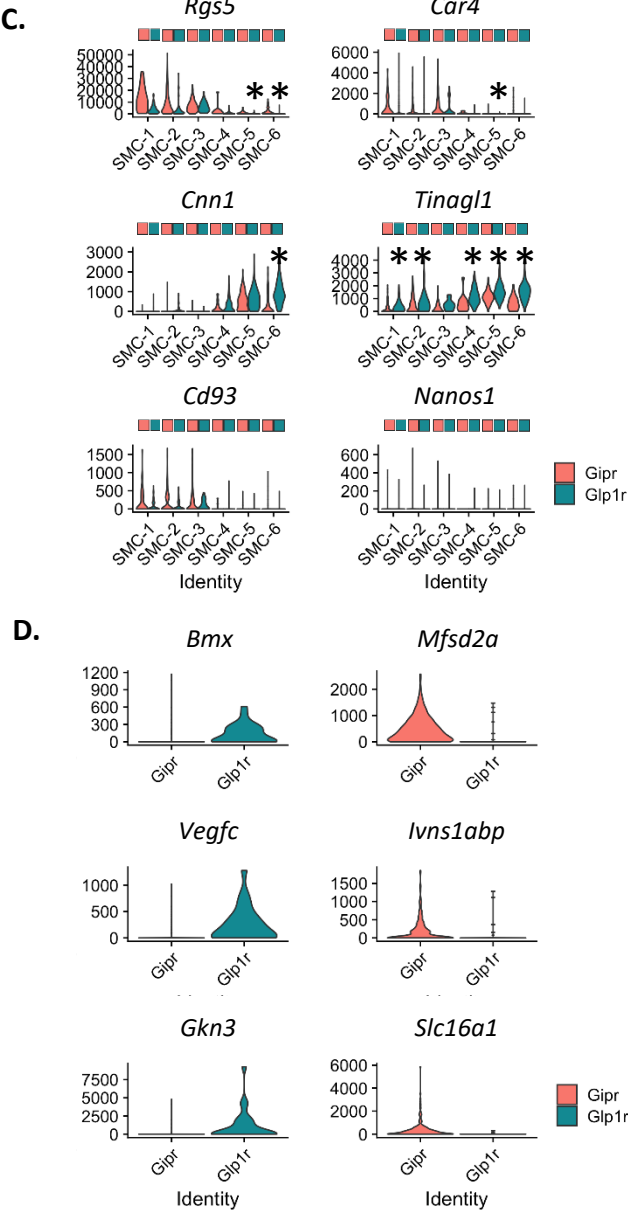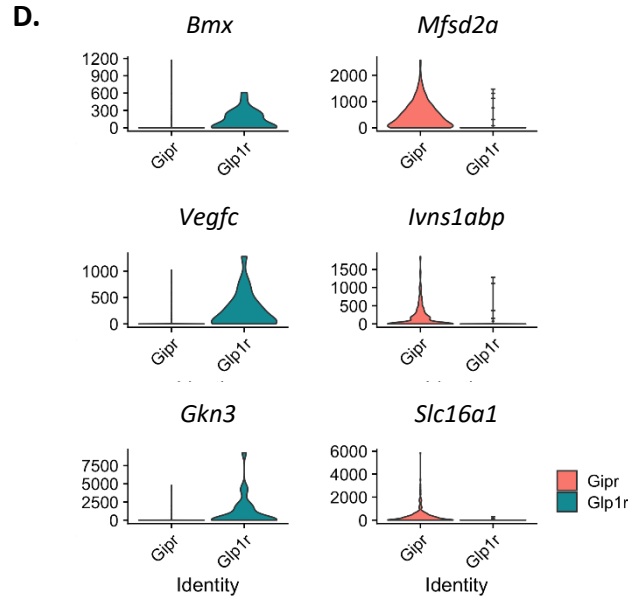

Supp Fig 4

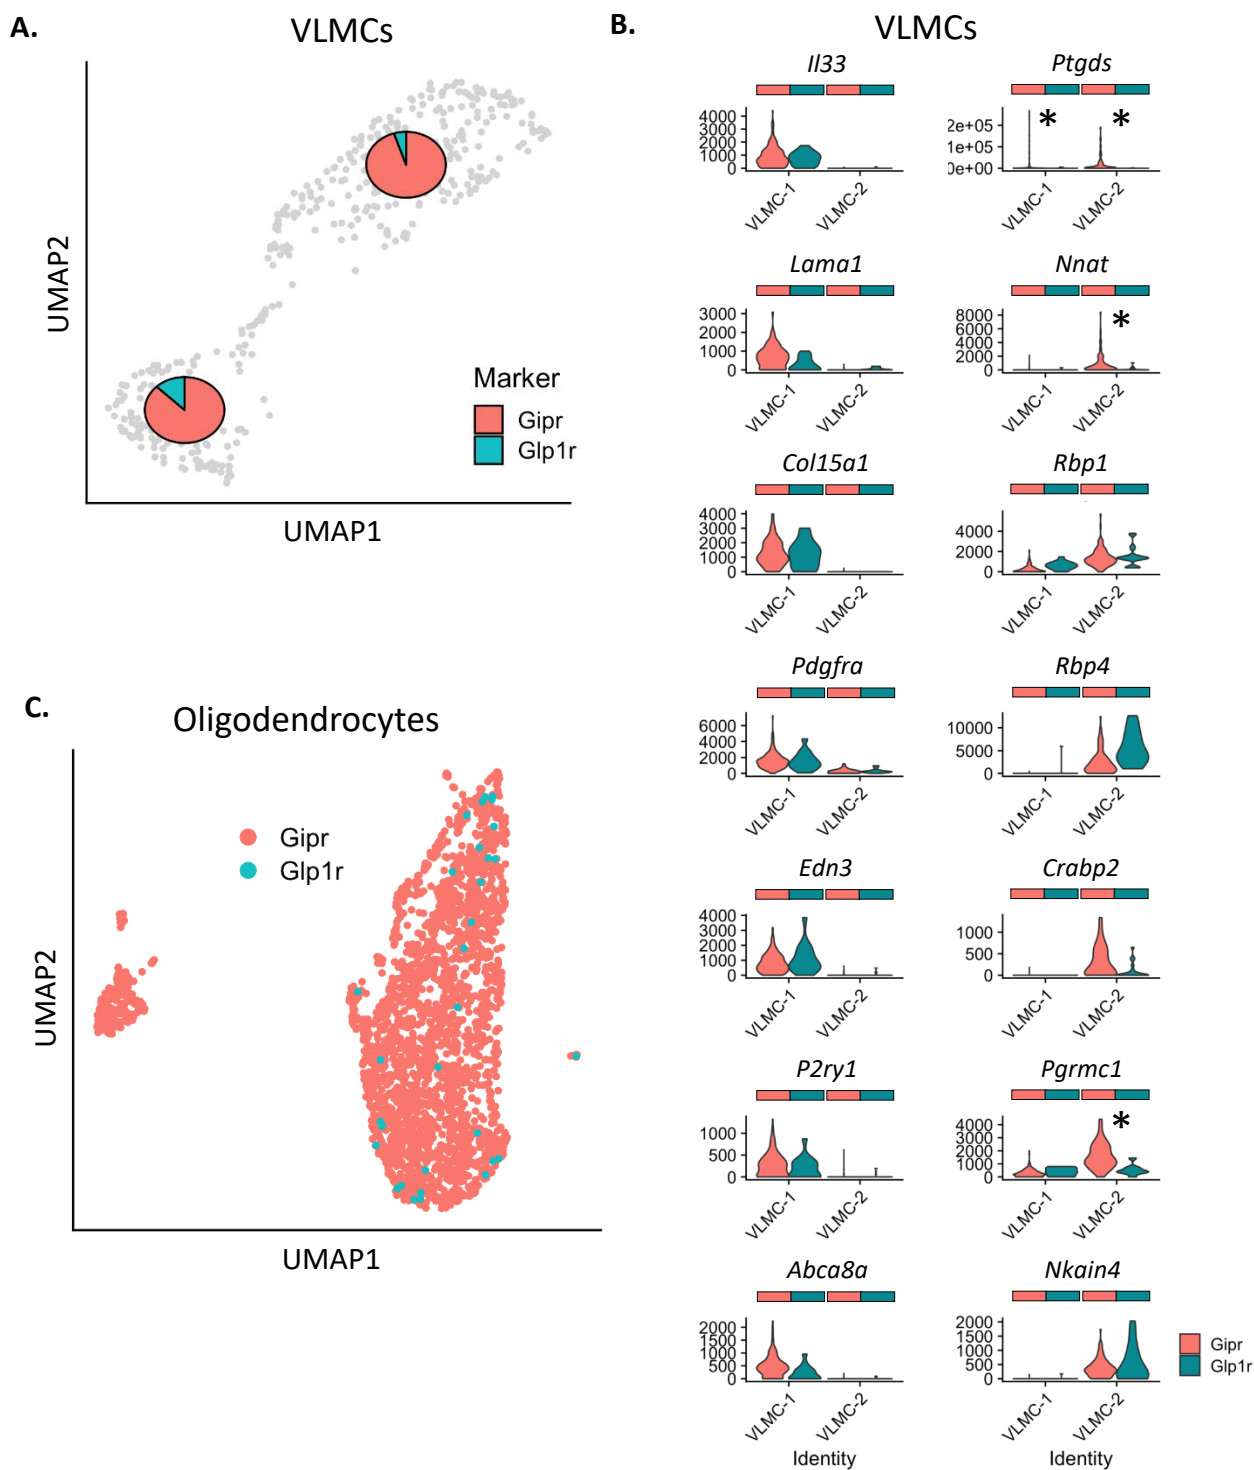

Supp Fig 5

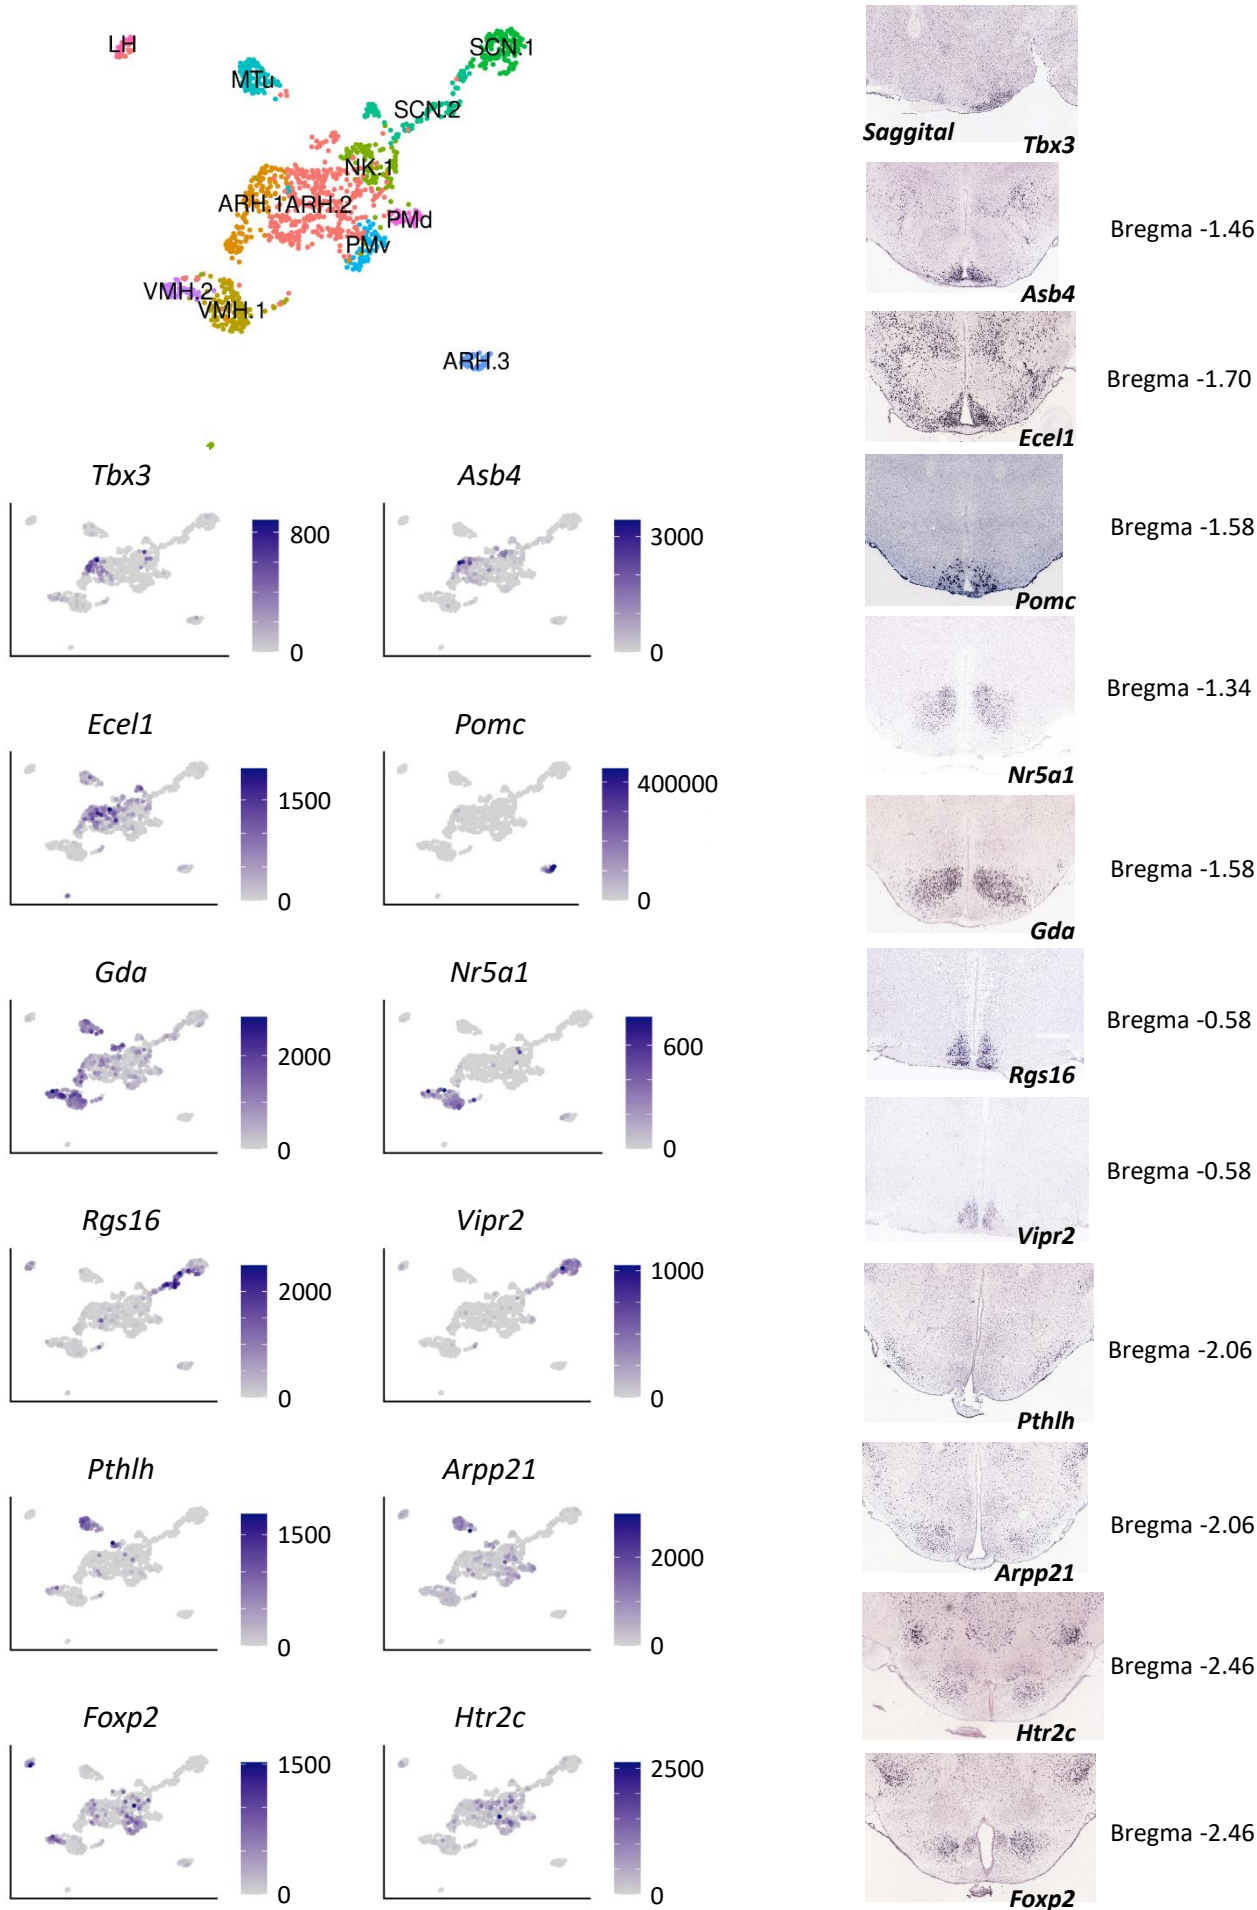

Cluster	gene	avg_log2FC<br>Cluster vs<br>Other Clusters	pct. Cells<br>in Cluster	pct.<br>Cells in<br>Other<br>Clusters	p_val	p_val_adj
ARH.2	Fxyd6	0.7265	0.829	0.841	5.87E-19	9.77E-15
ARH.2	Phlda3	0.6125	0.666	0.419	5.18E-18	8.63E-14
ARH.2	Gad2	1.2293	0.639	0.571	4.50E-16	7.48E-12
ARH.2	Aldoc	0.8610	0.658	0.573	1.24E-14	2.06E-10
ARH.2	Slc6a1	0.5287	0.692	0.54	4.43E-12	7.37E-08
ARH.2	Cygb	0.4897	0.705	0.598	4.83E-12	8.03E-08
ARH.2	Slc32a1	0.8597	0.503	0.427	6.09E-12	1.01E-07
ARH.2	Ctxn2	0.5435	0.666	0.585	6.56E-12	1.09E-07
ARH.2	Nrxn3	0.6018	0.855	0.826	1.59E-11	2.65E-07
ARH.2	Cplx1	0.7122	0.521	0.443	2.27E-10	3.78E-06
ARH.2	Gad1	0.8376	0.603	0.503	4.52E-10	7.52E-06
ARH.2	Sncb	0.5778	0.918	0.873	7.05E-10	1.17E-05
ARH.2	Gng13	0.4891	0.589	0.451	6.36E-07	0.010583791
ARH.2	Pnoc	0.7416	0.316	0.182	4.55E-06	0.07562056
ARH.2	Ecel1	0.6281	0.437	0.301	6.12E-05	1
ARH.1	Gaa	1.1921	1	0.953	2.46E-26	4.08E-22
ARH.1	Gabre	1.3537	0.634	0.242	2.28E-22	3.79E-18
ARH.1	Serpina3n	1.9197	0.455	0.111	2.41E-22	4.01E-18
ARH.1	Gpx3	1.3705	0.966	0.629	5.57E-22	9.28E-18
ARH.1	Asb4	2.0420	0.593	0.185	1.37E-16	2.28E-12
ARH.1	Npy1r	1.2476	0.455	0.195	3.47E-15	5.77E-11
ARH.1	Cited1	1.5871	0.662	0.293	3.98E-15	6.61E-11
ARH.1	Irs4	1.4125	0.828	0.433	4.26E-15	7.09E-11
ARH.1	Tbx3	1.4945	0.345	0.053	9.66E-14	1.61E-09
ARH.1	Npy2r	1.1726	0.49	0.084	1.55E-13	2.58E-09
ARH.1	Cartpt	2.9623	0.49	0.294	3.78E-13	6.29E-09
ARH.1	Vgf	1.5056	0.579	0.467	2.07E-09	3.44E-05
ARH.1	Ecel1	1.2689	0.614	0.306	8.81E-08	0.001465083
ARH.1	Gpr101	1.2704	0.572	0.234	2.57E-07	0.004268104
ARH.1	Gal	1.5758	0.359	0.209	0.001463076	1
VMH.1	Nr5a1	2.1233	0.841	0.055	8.55E-117	1.42E-112
VMH.1	Camk1g	1.9548	0.924	0.321	9.92E-93	1.65E-88
VMH.1	Tagln	2.1876	0.864	0.519	1.79E-56	2.98E-52
VMH.1	Tmem35a	2.2159	0.977	0.532	7.63E-56	1.27E-51
VMH.1	Camkv	1.8980	0.985	0.669	1.15E-50	1.91E-46
VMH.1	Galnt16	1.9957	0.97	0.647	4.58E-45	7.63E-41
VMH.1	Nptx1	2.1063	0.917	0.361	5.89E-40	9.81E-36
VMH.1	Ncdn	1.9194	0.985	0.792	3.64E-36	6.06E-32
VMH.1	Lmo3	2.1204	0.924	0.393	5.39E-35	8.97E-31
VMH.1	H2-Q2	2.2146	0.879	0.271	1.26E-33	2.10E-29
VMH.1	Lbhd2	2.3935	0.894	0.318	5.79E-32	9.63E-28
VMH.1	Nptx2	2.0983	0.924	0.194	1.19E-31	1.99E-27
VMH.1	Cnr1	2.1279	0.955	0.414	4.79E-31	7.97E-27
VMH.1	Gda	2.1209	0.977	0.508	1.01E-24	1.68E-20
VMH.1	Fezf1	2.2739	0.811	0.069	5.98E-24	9.94E-20

NK.1	Kcnq1ot1	1.1176	0.984	0.968	1.91E-28	3.18E-24
NK.1	Rab27b	1.2876	0.656	0.701	2.63E-28	4.37E-24
NK.1	Scn9a	1.4952	0.803	0.543	4.51E-26	7.50E-22
NK.1	B3gnt2	1.0502	0.287	0.108	9.52E-24	1.58E-19
NK.1	Hspa5	1.0755	0.885	0.945	1.57E-18	2.61E-14
NK.1	Tmed10	1.0640	0.746	0.776	1.84E-18	3.06E-14
NK.1	Ankrd11	0.9712	0.836	0.769	4.55E-18	7.57E-14
NK.1	Itgb1	0.9983	0.705	0.603	9.15E-17	1.52E-12
NK.1	Dlx5	1.0368	0.32	0.181	1.22E-13	2.03E-09
NK.1	Avp	2.9304	0.205	0.462	3.37E-12	5.61E-08
NK.1	Dlx6os1	1.2360	0.287	0.099	1.52E-11	2.53E-07
NK.1	Plp1	0.9581	0.697	0.401	5.33E-11	8.86E-07
NK.1	Rab3b	1.0310	0.533	0.53	7.13E-11	1.19E-06
NK.1	Rasgrp1	1.0140	0.377	0.371	3.76E-06	0.062587174
NK.1	Gal	1.4129	0.434	0.204	0.008616034	1
SCN.1	Vipr2	1.8925	0.948	0.069	4.07E-138	6.78E-134
SCN.1	Tmem51	1.5690	0.879	0.071	4.32E-127	7.19E-123
SCN.1	Dbi	2.1205	0.974	0.705	5.15E-62	8.56E-58
SCN.1	Prokr2	2.2615	0.94	0.076	7.38E-52	1.23E-47
SCN.1	B3gat2	1.8498	0.983	0.297	1.15E-48	1.91E-44
SCN.1	Pkib	2.7777	1	0.411	2.33E-48	3.87E-44
SCN.1	Ckb	1.5636	1	0.959	1.97E-36	3.28E-32
SCN.1	Tle4	1.4642	0.991	0.629	9.06E-26	1.51E-21
SCN.1	Scg2	1.7071	1	0.939	9.14E-25	1.52E-20
SCN.1	Syt10	2.1170	0.983	0.282	2.41E-22	4.01E-18
SCN.1	Six6	1.9035	0.983	0.281	1.33E-19	2.21E-15
SCN.1	Nnat	1.7086	1	0.853	5.60E-19	9.32E-15
SCN.1	Rorb	1.5073	0.991	0.41	1.46E-09	2.42E-05
SCN.1	C1ql3	1.5440	0.94	0.195	1.32E-06	0.021943907
SCN.1	Cck	1.5488	0.543	0.175	0.001507916	1
SCN.2	Sik1	1.2196	0.648	0.217	1.11E-35	1.84E-31
SCN.2	Pde10a	1.9267	0.907	0.601	1.09E-31	1.81E-27
SCN.2	Avpi1	1.4084	0.778	0.416	4.31E-29	7.17E-25
SCN.2	Rgs16	2.4719	0.769	0.287	4.49E-27	7.48E-23
SCN.2	Rasl11b	1.8631	0.491	0.097	8.03E-26	1.34E-21
SCN.2	Prok2	2.5054	0.333	0.037	6.55E-25	1.09E-20
SCN.2	Rorb	2.0774	0.843	0.427	1.23E-16	2.04E-12
SCN.2	Ppp1r17	1.5178	0.565	0.303	4.27E-12	7.11E-08
SCN.2	Lhx1	1.5184	0.75	0.166	5.41E-12	9.01E-08
SCN.2	Rora	1.2118	0.833	0.559	3.66E-11	6.09E-07
SCN.2	Six3	1.3341	0.991	0.52	1.41E-10	2.34E-06
SCN.2	Nms	1.2943	0.444	0.062	2.21E-09	3.67E-05
SCN.2	Arhgap36	1.1990	0.704	0.332	5.46E-07	0.009083917
SCN.2	Dlk1	1.2926	0.991	0.561	8.68E-07	0.014435092
SCN.2	Avp	1.8937	0.593	0.425	3.61E-05	0.600542239
MTu	Sst	3.7091	0.969	0.228	3.52E-11	5.85E-07
MTu	Xist	2.7175	0.908	0.069	7.27E-10	1.21E-05
MTu	Pthlh	2.3665	0.867	0.075	2.28E-40	3.80E-36

MTu	Otp	2.1783	0.949	0.094	4.51E-09	7.51E-05
MTu	Bcl11b	1.9029	0.939	0.217	4.95E-17	8.24E-13
MTu	Vtn	1.8089	0.867	0.223	1.62E-23	2.69E-19
MTu	Ppp1r1b	1.5134	0.694	0.021	1.05E-84	1.75E-80
MTu	Mef2c	1.4935	0.908	0.471	1.00E-14	1.67E-10
MTu	Ramp1	1.3835	0.745	0.109	5.07E-50	8.44E-46
MTu	Arpp21	1.3213	0.959	0.477	4.57E-12	7.60E-08
MTu	Rnf152	1.2609	0.878	0.362	1.25E-16	2.09E-12
MTu	Rgs5	1.2260	0.786	0.182	9.36E-14	1.56E-09
MTu	Cplx2	1.2123	0.949	0.652	9.29E-17	1.55E-12
MTu	Icam5	1.1949	0.816	0.27	1.38E-22	2.30E-18
MTu	Crym	1.1589	0.531	0.059	2.72E-17	4.53E-13
PMv	Tac1	3.1819	0.536	0.224	8.49E-07	0.014127925
PMv	Calb2	2.5511	0.928	0.549	1.05E-13	1.74E-09
PMv	Foxp2	2.4697	0.754	0.177	1.71E-10	2.84E-06
PMv	Nxph1	2.3556	0.826	0.284	1.51E-14	2.52E-10
PMv	Vsnl1	2.2530	0.986	0.795	1.40E-22	2.33E-18
PMv	Pitx2	2.2430	0.667	0.081	4.87E-10	8.10E-06
PMv	Htr2c	2.2300	0.739	0.25	3.22E-11	5.35E-07
PMv	Ret	2.1920	0.638	0.106	4.60E-21	7.65E-17
PMv	Nr4a2	2.1689	0.667	0.089	3.13E-06	0.052063766
PMv	Prepl	2.1662	1	0.672	5.43E-35	9.03E-31
PMv	Nos1	2.1515	0.812	0.29	2.33E-17	3.88E-13
PMv	Nrn1	2.1130	0.928	0.153	6.89E-06	0.114594439
PMv	Necab1	2.0812	0.768	0.198	4.06E-07	0.006755347
PMv	Ebf3	2.0609	0.478	0.052	7.99E-06	0.13294573
PMv	Nexmif	1.9420	0.957	0.682	8.69E-32	1.45E-27
ARH.3	Pomc	8.6731	0.979	0.662	6.35E-86	1.06E-81
ARH.3	Cga	8.5857	0.375	0.176	1.03E-76	1.71E-72
ARH.3	Epcam	4.1587	1	0.021	9.06E-05	1
ARH.3	Mt1	3.9431	0.958	0.476	6.76E-32	1.12E-27
ARH.3	Oacyl	3.6121	0.521	0.015	1.47E-66	2.44E-62
ARH.3	Btg2	3.4457	1	0.369	1.62E-34	2.70E-30
ARH.3	Ier2	3.4275	0.854	0.2	3.49E-40	5.81E-36
ARH.3	Tgfbr3l	3.3969	0.25	0.034	6.78E-27	1.13E-22
ARH.3	Ascl1	3.1900	0.854	0.054	9.95E-48	1.66E-43
ARH.3	Fos	3.1412	0.896	0.423	9.36E-14	1.56E-09
ARH.3	Junb	3.1108	0.917	0.466	3.50E-20	5.82E-16
ARH.3	H2bc4	3.0715	0.979	0.167	4.87E-58	8.10E-54
ARH.3	Chga	3.0322	1	0.882	1.67E-45	2.78E-41
ARH.3	Nnat	2.8285	0.646	0.874	3.08E-23	5.13E-19
ARH.3	Mt2	2.8105	0.854	0.124	4.21E-32	7.00E-28
VMH.2	Tac1	2.3915	0.872	0.217	0.002958189	1
VMH.2	Bcl11b	1.9542	0.957	0.245	4.90E-08	0.000815414
VMH.2	Gda	1.8519	1	0.538	2.68E-07	0.004454407
VMH.2	Ifi27l2a	1.8336	0.723	0.071	0.000124478	1
VMH.2	Rasgrf2	1.5764	1	0.806	2.91E-14	4.85E-10
VMH.2	Adcyap1	1.4676	0.894	0.308	0.003701353	1

VMH.2	Cdh7	1.4126	0.936	0.311	6.14E-13	1.02E-08
VMH.2	Vcan	1.3533	0.681	0.07	1.13E-12	1.88E-08
VMH.2	Foxp2	1.2896	0.915	0.181	0.008318857	1
VMH.2	Ust	1.2378	0.809	0.159	3.11E-11	5.17E-07
VMH.2	Tppp3	1.2144	0.957	0.69	4.74E-09	7.88E-05
VMH.2	Nrgn	1.2035	1	0.562	0.005143549	1
VMH.2	Xist	1.1867	0.489	0.117	9.99E-55	1.66E-50
VMH.2	Cbln4	1.1620	0.894	0.252	0.000508663	1
VMH.2	Cnr1	1.1501	0.936	0.451	0.000595908	1
PMd	Foxb1	3.0305	0.929	0.008	2.28E-105	3.80E-101
PMd	Serpini1	2.5015	0.952	0.607	1.29E-20	2.14E-16
PMd	Rprm	2.8295	0.548	0.354	1.37E-15	2.28E-11
PMd	Rmst	2.0071	1	0.609	5.32E-15	8.85E-11
PMd	Pcp4	2.6976	1	0.791	8.51E-15	1.42E-10
PMd	Tafa1	2.3006	0.857	0.29	3.75E-13	6.24E-09
PMd	Lhx1os	1.9804	0.976	0.164	4.52E-11	7.52E-07
PMd	Hpca	1.8378	0.976	0.412	1.20E-10	2.00E-06
PMd	Snca	1.7241	0.976	0.668	6.34E-09	0.000105404
PMd	Tmem163	1.6952	0.905	0.342	2.56E-08	0.000426053
PMd	Lhx1	2.0361	0.976	0.189	1.54E-07	0.002566435
PMd	Nxph4	2.6167	0.952	0.047	1.36E-06	0.022574139
PMd	Hopx	1.6875	0.476	0.166	1.68E-06	0.027875245
PMd	Synpr	2.0236	0.476	0.249	2.10E-06	0.034972261
PMd	Cck	2.5178	0.929	0.183	0.002072621	1
LH	Ptpn3	3.4145	1	0.124	1.16E-138	1.93E-134
LH	Ptpn4	3.2294	1	0.606	2.14E-70	3.56E-66
LH	Cit	3.1554	1	0.724	8.97E-65	1.49E-60
LH	Gabra4	3.7560	1	0.369	6.31E-56	1.05E-51
LH	Kcnc2	3.2097	1	0.42	8.28E-44	1.38E-39
LH	Rora	3.6837	1	0.57	1.19E-41	1.98E-37
LH	Slc1a2	4.3872	1	0.328	1.22E-38	2.04E-34
LH	Stum	3.6929	1	0.282	4.20E-36	6.99E-32
LH	Hlf	3.2694	0.971	0.542	1.55E-28	2.58E-24
LH	Ramp3	3.2883	0.588	0.074	1.62E-23	2.70E-19
LH	Ntng1	3.5167	1	0.457	3.44E-17	5.72E-13
LH	Shox2	4.2950	1	0.025	4.10E-14	6.82E-10
LH	Zic1	3.4176	1	0.261	2.75E-13	4.57E-09
LH	Tcf7l2	5.0042	1	0.139	1.35E-08	0.00022482
LH	Cck	3.2997	0.971	0.187	0.000260031	1

How the deposited data were processed for this re-analysis (not part of the article)

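Hypothalamic cells sorted for EYFP from *Glp1r* EYFP mice were measured with 10x 3' v3 chemistry. According to the authors, the deposited values are raw UMI counts per gene and barcode, made with Cell Ranger 6.1.2 from reads aligned to GRCm39 with longer 3' UTRs for *Glp1r*, *Ghsr*, *Prokr2* and *Prlhr* and with EYFP as an added feature, without selection of barcodes and without normalisation. The file was checked to hold whole numbers only. The 4 labelled samples lie in 1 matrix under 1 barcode suffix, so the matrix was treated as 1 sample: no test between samples, no p-value and no count of changed genes is given, and intervals cover counting error only. The *Gipr* EYFP+ libraries were not analysed here, so the comparisons of the paper between the 2 receptors are not addressed.

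Barcodes with at least 500 genes and at most 20% mitochondrial UMIs were taken as cells, as in the paper, which gave 2744 cells with 33281468 UMIs in all; a gene at 1 CPM in a class of 35 cells is therefore below what could be seen, and a count of 0 is given with the limit that 3 counts would set. Counts were normalised with SCTransform (version 1, the default of Seurat 4.1.0, the version the sample records name), and the mitochondrial, ribosomal and *Xist* percentages were regressed out. Cells were clustered on 30 principal components with the Louvain algorithm at a resolution of 0.8 and 20 neighbours. The paper gives ranges for these settings and no value for each step, and these values were fixed beforehand. The tools were R 4.3.3 with Seurat 5.3.0, sctransform 0.4.2, irlba 2.3.5.1 and RANN 2.6.2, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

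Clusters were named from marker lists of neurons, smooth muscle cells, pericytes, VLMCs, endothelial cells, astrocytes, oligodendrocytes, pituitary endocrine cells, tanycytes, ependymocytes, macrophages and microglia, and red blood cells, all fixed beforehand. A marker was met when detected in at least 25% of the cells of a cluster at a CPM above the mean over clusters, and a list needed 3 markers met. A cluster took a name when the list with the largest share of markers met and the list with the largest mean ratio were the same, both names when they differed, and none when at least 2 of its 10 leading genes, and more than from its own list, came from another list, or when its median depth was under the median over all cells divided by 3 and none of its leading genes was in its own list. This naming rule was written after the clusters had been seen and is the last of 7 rules tried; the other 6 are among the alternatives. On simulated data with neurons, smooth muscle cells, oligodendrocytes and astrocytes, the rule named 1720 of 1740 cells as simulated. The other naming rules also gave 1720, apart from the one that drops a name at 1 leading gene of another list. This result therefore does not favour the rule used. Of 80 planted doublets, all pairs of a neuron and a smooth muscle cell, 72 were called. No pericytes were simulated, so the rule was not tested on the distinction between pericytes and smooth muscle cells. The gates of the Methods on counts gave the vascular cells, oligodendrocytes and neurons, with the conditions joined as the Methods write them. Gated neurons were clustered again with the same settings and named from Supplementary Table 1, without the genes whose levels the text of the paper reports; its values had been seen before, and it was made in part from these cells.

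CPM is the sum of a gene's UMIs over the cells of a group per 1000000 of their UMIs, with exact Poisson 95% intervals; shares of cells have exact Clopper-Pearson 95% intervals; folds compare a group with the rest of its population, with exact conditional intervals, and are given where both together hold at least 10 UMIs; a gene lay above or below where that interval excludes 1. Free RNA was measured in barcodes with 1 to 100 UMIs. Doublets were called from the share of simulated doublets, 2 for each cell, among 50 neighbours. The cut was the median of this share over simulated pairs from different clusters. The 50.7% of these pairs that were called is therefore set by the cut and measures no sensitivity. Of simulated pairs from the same cluster, 10.5% were called. The 5.61% of cells called were kept in the values given, since the paper states no removal of doublets. For shares of cells with a UMI, cells were also thinned to 2000 UMIs, which left out 143 shallower cells. Genes named in the text are those of the lists fixed beforehand, those the paper names for a class or cluster that holds at least 10 cells here, and for each class or neuron cluster the 5 genes with the largest fold among genes with at least 50 UMIs in it, detected in at least 25% of its cells; values in Supplementary Table 1 and in the figures had been seen.

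The alternatives were a minimum of 200 or 1000 genes, a mitochondrial maximum of 10%, a resolution of 1.0, 15 or 30 neighbours, log-normalised counts with 2000 variable genes, SCTransform version 2, doublets left out, classes from the gates, other joins of the gates, 2 UMIs for detection, thinned cells, the mean of each cell's CPM, subtraction of free RNA, free RNA from barcodes with 1 to 50 UMIs, clustering without the genes the text reports, and the other naming rules.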

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

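No test in this part was chosen after its result was seen. The lists of genes, the gates and the main settings other than the naming rule were chosen before the counts were examined. So were the alternatives other than the naming rules and SCTransform version 2. The naming rule used was written after the clusters had been seen. Values in the paper's figures and in Supplementary Table 1, made in part from these cells, had been seen by then. The predictions on the ARH.3-like and LH-like clusters were therefore not blind to the paper's genes for them.

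In the ARH.3-like cluster of 47 gated *Glp1r* EYFP+ cells, which holds the most *Pomc* and *Cga*, 6 of 7 genes of pituitary endocrine cells that the paper does not discuss were above the limit that a count of 0 allows (2.99 CPM). *Pitx1*, a transcription factor gene of the anterior and intermediate pituitary, gave 121 CPM, *Tbx19*, which drives *Pomc* in corticotrophs and melanotrophs, 68.8, the melanotroph gene *Pax7* 40.9, the LIM homeobox gene *Lhx3* 49.8 and the epithelial keratin genes *Krt8* and *Krt18* 60.8 and 98.7. In the LH-like cluster of 30 gated cells, all 5 genes of a list of thalamic neurons outside those the paper discusses were above the limit of 2.89 CPM: *Lef1* at 119, *Gbx2* at 27.9, *Prkcd* at 154, *Tnnt1* at 28.9 and *Zic4* at 30.8 CPM.

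For the ARH.3-like cluster, arcuate *Pomc* neurons as its source are opposed by the data: of 7 genes of these neurons, 0 lay above the other gated cells and 6 below, *Cartpt* at 0.0327-fold (0.0190 to 0.0524) and *Tbx3* at 0.124-fold (0.0254 to 0.364), while *Nkx2-1*, *Prdm12*, *Lepr* and *Htr2c* gave no UMI. A candidate source is pituitary endocrine cells taken with the hypothalamus: 5 of 7 genes lay more than 10 times above the other gated cells by the lower limit, *Pitx1* at 461-fold (192 to 1446) and *Tbx19* at 36.5-fold (24.1 to 56.3); *Krt18* stayed below that limit at 10.4-fold (8.07 to 13.4), and *Cdh1* gave no UMI in any gated cell. The other gated cells held *Pitx1*, *Tbx19*, *Pax7*, *Lhx3* and *Krt8* at no more than 1.88 CPM, and none of the 7 is among the genes that named the ARH.3-like cluster. All its 47 cells lie in the pituitary-like class of all cells, which was named from these same 7 genes, so that name is no separate evidence. Of the hormone genes, *Pomc* and *Cga* stood at 186029 and 23387 CPM in this cluster. The sort for EYFP would not remove such cells where they carry the reporter, as 91.5% of the pituitary-like cells did, and the neuron gate took in 47 of 59. Which pituitary cells these are was not tested, and with 1 condition no biological explanation beyond the cell source was tested.

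For the LH-like cluster, 1 of 7 genes of lateral hypothalamic neurons lay above the other gated cells, *Lhx9* at 30.7-fold (22.3 to 42.6), and 4 lay below, *Hcrt* at 0.0317-fold (0.000801 to 0.177) and *Gal* at 0.0431-fold (0.0235 to 0.0723) among them, which argues against lateral hypothalamic neurons with these peptides. A candidate source is thalamic neurons taken with the hypothalamus: 3 of 5 genes, all absent from Supplementary Table 1, lay more than 10 times above the other gated cells by the lower limit, *Prkcd* at 70.0-fold (49.6 to 101), *Lef1* at 33.5-fold (24.7 to 45.8) and *Gbx2* at 28.1-fold (15.2 to 53.0); *Tnnt1* was 6.57-fold (4.18 to 10.1) and *Zic4* 3.27-fold (2.17 to 4.78) higher. The count just reaches the 3 that the explanation needs, and *Prkcd* and *Gbx2* each had a UMI in only 9 of the 30 cells; *Prkcd* was also in 35.9% of SMC-like cells. With the mean of each cell's CPM, *Prkcd* gave 96.7 CPM. The other gated cells held these 5 genes at 0.996 to 9.43 CPM, neither the sort nor the gate would remove thalamic neurons with the reporter, and the place of these cells in the tissue was not measured, so hypothalamic neurons outside the list stay open.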

How the results depend on the processing

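The naming rule used, the other naming rules and SCTransform version 2 were chosen after the clusters had been seen. The other alternatives had been set earlier. No paired analysis was possible because the matrix holds 1 pooled library, and leaving out each replicate was not run because barcodes carry no sample labels. Where a value moved, the cause was not tested unless stated.

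The cells that passed numbered 3996 with a minimum of 200 genes, 2621 with 1000 and 2610 with a mitochondrial maximum of 10%, by construction of these filters.

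Of 142 class shares under alternatives, 100 stayed within the 95% interval of the value given and 42 did not. SMC-like cells were 44.8% at a resolution of 1.0, 49.3% with 15 neighbours, 51.8% with log-normalised counts, 45.6% with SCTransform version 2, 45.8% without doublets, 46.5% with 1000 genes, 43.6% with 10% mitochondrial UMIs, and 53.0% under 4 naming rules (the share rule, with markers at the mean or at 1.5 times it, and the ratio among lists met to 75% or 80%). The SMC- or pericyte-like share was 8.16% at a resolution of 1.0, 5.14% with 15 neighbours, 6.27% with log-normalised counts, 7.69% with SCTransform version 2, 0% without doublets, with 1000 genes and under all 6 other naming rules, and 12.0% with 10% mitochondrial UMIs. The 6 other naming rules cannot give a cluster a double name, so the 0% under them was fixed in advance. Pericytes were 15.1% under the ratio rule. Neurons were 36.8% with 15 neighbours, 33.2% with log-normalised counts, 35.6% with 1000 genes, 35.2% by the gate and 25% under the 1.5 times, 75% and 80% rules. Cells without a name were 0% with 15 neighbours or log-normalised counts, 22.3% when 1 leading gene of another list removed a name, 13.4% under the 1.5 times, 75% and 80% rules, 15.4% without doublets, 9.73% with 1000 genes and 3.60% with 10% mitochondrial UMIs. Oligodendrocyte-like cells had no cluster (0%) with 30 neighbours.

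Of 9 gated counts, 7 stayed within the interval; vascular cells were 1328 with an & and neurons 897 without doublets.

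A rule of at least 2 UMIs can only lower detection; with it, *Glp1r* was in 15.6% of neurons and 0.385% of SMC-like cells and EYFP in 69.7% and 75.7%. In cells thinned to 2000 UMIs these were 6.46%, 1.06%, 27.6% and 52.6%. In sum 11 of 24 detection values stayed within their interval. *Glp1r* was in a larger share of neurons than of SMC-like cells under both, and EYFP in a smaller one.

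Of 172 expression values, 144 stayed within their interval and 5 moved by more than 1.5 times: *Acta2* in astrocyte-like cells (1718 CPM as the mean of cells, 291 without doublets), *Avp* in the ARH.2- or PMv-like cluster (98.4 without doublets), *Prkcd* in the LH-like cluster and *Glp1r* in SMC-like cluster 2 (0.234 CPM with free RNA subtracted). All 43 stayed within their interval with a minimum of 1000 genes. Free RNA from barcodes with 1 to 50 UMIs held *Pomc* at 5191, *Avp* at 1707 and *Acta2* at 12696 CPM. The subtraction of free RNA changes nothing in classes whose estimated share of it is 0, which are the astrocyte-like, VLMC-like, oligodendrocyte-like and endothelial-like cells.

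The gated neurons formed 9 clusters with 30 neighbours. Clusters with a single name held 66.5% of them in the values given, 78.1% at a resolution of 1.0, 100% with 30 neighbours, 97.7% under the share rule, under the ratio rule and without the genes the text reports, 76.4% with the rule of 1 leading gene, 92.0% with the 1.5 times rule, 85.4% with the 75% rule, 92.5% with SCTransform version 2, 87.2% without doublets and 81.5% for neurons from the clusters of all cells. The other naming rules cannot give double names, so the shares under them count all cells with any name and are not comparable with the 66.5%. Of 163 values on neuron clusters, 113 stayed within their interval.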

Differences from the paper's values

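Of the tests in this part, the naming rules were chosen after the result was seen. The split of endothelial-like cells at 1% of UMIs from smooth muscle genes was not among the analyses set beforehand. None of the counts the paper states for these cells differed from the ones here by more than 1.5 times: 2744 cells passed the filter against the paper's 2740, the neuron gate held 965 cells against the paper's 944, and the oligodendrocyte gate held 32, as the paper states.

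The paper places pericytes in the *Gipr* EYFP+ libraries only. Here a cluster of 414 *Glp1r* EYFP+ cells held all 5 pericyte genes above the other Acta2-high clusters, *Vtn* at 11.6-fold and *Kcnj8* at 11.7-fold among them, while its 6 smooth muscle genes were lower than there and higher than in the other cells. These folds do not tell pericytes from venous SMCs. The cluster had no UMI of *Kcnj8* or *Abcc9* in 373 of its cells, and its leading genes include *Rgs5* and *Car4*, venous SMC markers in the paper. It is named smooth muscle cells under the share rule and the rules with 1.5 times, 75% and 80%, all chosen after seeing the data; these leave no pericytes, as in the paper, and the ratio rule, chosen likewise, names it pericytes. Without doublets and with a minimum of 1000 genes, both set before, no cell was named a pericyte or as either type (0%). Cells without a name were then 15.4% and 9.73%, against 7.25% in the values given, and SMC-like cells 45.8% and 46.5%, against 37.9%. The SMC- or pericyte-like cluster was 15.1% in the values given. Which names its cells took in these settings was not traced, so the 0% does not show that they were smooth muscle cells.

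The statements of the paper that follow are on clusters of the *Gipr* EYFP+ and *Glp1r* EYFP+ cells together, and the values beside them are on *Glp1r* EYFP+ cells clustered and named alone. The groups are therefore unlike.

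The paper maps cells with a *Glp1r* transcript to every cluster except VLMCs. Here VLMC-like cells had none, and neither had the 35 oligodendrocyte-like cells.

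The paper describes EYFP in most cells of all clusters. Here 6 of 9 classes had it in more than 50% of cells; astrocyte-like (35.9%), oligodendrocyte-like (31.4%) and unnamed cells (35.7%) did not. Among the 6, endothelial-like cells had it in 33.3% (11.8 to 61.6) of the 15 with at most 1% of UMIs from smooth muscle genes and in 92.9% of the other 14. The median depth was 4215 UMIs in the 15 and 10722 in the 14, so these shares also differ in depth. Thinned to 2000 UMIs, EYFP was in 30.9% of astrocyte-like cells, 30.2% of unnamed cells, 27.6% of neurons, 12% of oligodendrocyte-like, 52.6% of SMC-like and 49.2% of pituitary-like cells and 61% of the SMC- or pericyte-like cluster; 93 of 199 unnamed cells were too shallow to thin.

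The paper finds macrophages and ependymocytes in the joint data; no cluster of *Glp1r* EYFP+ cells met these lists.

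The paper calls ARH.1 and ARH.2 mixed for *Slc17a6* and *Slc32a1*. Here *Slc17a6* was found without *Slc32a1* in the ARH.1-like cluster (195 and 0 CPM), and 133 of 158 ARH.2-like cells had *Slc32a1* alone; the NK.1- or ARH.1-like and the ARH.2- or PMv-like clusters held cells of both kinds. The paper's text gives *Pnoc* to ARH.1 and *Cartpt* and *Serpina3n* to ARH.2; with the names of its Supplementary Table 1, *Pnoc* was highest in the ARH.2-like (229.5 CPM) and *Cartpt* and *Serpina3n* in the ARH.1-like cluster (5616 and 436 CPM).

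The paper describes NK.1 as positive for *Slc17a6*, *Slc32a1* and *Avp*, in a cluster with mainly *Gipr* EYFP+ cells. The NK.1-like cluster here held *Slc32a1* (236 CPM) with 1.97 CPM of *Slc17a6* and 37.4 CPM of *Avp*, and the NK.1- or ARH.1-like cluster held both transporters and 26.6 CPM of *Avp*.

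The paper's 12 clusters come from both receptors' neurons; the *Glp1r* EYFP+ neurons alone gave 14 and 9 with 30 neighbours, and no cluster was named MTu or PMv alone, apart from PMv under the ratio rule, chosen after seeing the data.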

Other observations

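No test in this part was chosen after its result was seen; the genes come from lists fixed beforehand.

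*Gcgr*, the glucagon receptor gene, gave 89 of its 94 UMIs in SMC-like *Glp1r* EYFP+ cells (9.76 CPM (7.84 to 12.0)), with 7.65 CPM in free RNA. The neuropeptide Y receptor gene *Npy1r* gave 249 CPM (239 to 259.5) in SMC-like cells and 300.4 (279 to 323) in the SMC- or pericyte-like cluster, above free RNA (70.3 CPM), and 327 (284 to 374) in the ARH.1-like neurons. *Ramp1*, the gene of a partner protein of the calcitonin receptor family, gave 389 CPM (376 to 402) in SMC-like and 768 (673 to 872) in astrocyte-like cells. The leptin receptor gene *Lepr* was highest of the classes in VLMC-like cells, at 83.7 CPM (54.1 to 123), with 25 of 126 UMIs.

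The ARH.1-like neurons held the receptor genes *Npy2r* (87.2 CPM (65.9 to 113)), *Cckar* (59.2 (41.9 to 81.2)) and *Mc3r* (23.4 (13.1 to 38.5)). The smaller VMH.1-like cluster held the melanocortin receptor genes *Mc4r* (25.1 CPM (16.6 to 36.6)) and *Mc3r* (27.9 (18.8 to 39.9)). The NK.1-like cluster held the calcitonin receptor gene *Calcr* (122 CPM (93.5 to 156)) and *Th*, the tyrosine hydroxylase gene (159 (126 to 198)), and the NK.1- or ARH.1-like cluster the growth hormone-releasing hormone gene *Ghrh* (2412 CPM (2345 to 2481)) and the galanin gene *Gal* (1672 (1616 to 1729)). The feeding peptide genes *Agrp* and *Npy* gave 302 CPM (284 to 321) and 675 (648 to 703) in the ARH.2-like cluster, with the somatostatin gene *Sst* at 956 (924 to 989). In neurons as a class, 13 of 17 measured gut and feeding receptor genes, 21 of 25 neuropeptide genes, 10 of 10 hypothalamic transcription factor genes and 9 of 9 genes of neuronal transmission lay above the other cells. All 5 thalamic genes that are also in Supplementary Table 1 (*Tcf7l2*, *Shox2*, *Rora*, *Ntng1* and *Zic1*) lay above the other gated cells in the LH-like cluster. All but *Rora* are among the genes that named this cluster, and *Rora* also stands under LH there, so this count is no separate evidence.

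In the pituitary-like cells the follicle-stimulating hormone gene *Fshb* gave 1952 CPM (1872 to 2035) and the thyrotropin gene *Tshb* 32.5 (22.9 to 44.9), and *Lhb* gave 0 UMIs. The growth hormone gene *Gh* gave 3 UMIs and the prolactin gene *Prl* 1 UMI over all cells.

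*Pomc* and *Avp* gave 593 and 195 UMIs in SMC-like cells, which should make neither, with at most 17 *Pomc* UMIs in 1 cell. Free RNA from other cells was tested as an explanation: the ratio of *Pomc* to *Avp* UMIs was 3.04 in SMC-like cells and 2.78 in free RNA, 1.10 times as high, within the 1.5 times the explanation allows. Free RNA may therefore account for such UMIs in SMC-like cells, where its estimated share was 1.59% of UMIs; with 1 condition, no biological explanation was tested.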
